# Sexual dimorphism in the tardigrade *Paramacrobiotus metropolitanus* transcriptome

**DOI:** 10.1186/s40851-024-00233-0

**Published:** 2024-06-20

**Authors:** Kenta Sugiura, Yuki Yoshida, Kohei Hayashi, Kazuharu Arakawa, Takekazu Kunieda, Midori Matsumoto

**Keywords:** Sex dimorphism, Tardigrade, Genome, Transcriptome, *DMRT* gene family, *Paramacrobiotus metropolitanus*

## Abstract

**Background:**

In gonochoristic animals, the sex determination pathway induces different morphological and behavioral features that can be observed between sexes, a condition known as sexual dimorphism. While many components of this sex differentiation cascade show high levels of diversity, factors such as the Doublesex-Mab-3-Related Transcription factor (DMRT) are widely conserved across animal taxa. Species of the phylum Tardigrada exhibit remarkable diversity in morphology and behavior between sexes, suggesting a pathway regulating this dimorphism. Despite the wealth of genomic and zoological knowledge accumulated in recent studies, the sexual differences in tardigrades genomes have not been identified. In the present study, we focused on the gonochoristic species *Paramacrobiotus metropolitanus* and employed omics analyses to unravel the molecular basis of sexual dimorphism.

**Results:**

Transcriptome analysis between sex-identified specimens revealed numerous differentially expressed genes, of which approximately 2,000 male-biased genes were focused on 29 non-male-specific genomic loci. From these regions, we identified two Macrobiotidae family specific *DMRT* paralogs, which were significantly upregulated in males and lacked sex specific splicing variants. Furthermore, phylogenetic analysis indicated all tardigrade genomes lack the *doublesex* ortholog, suggesting *doublesex* emerged after the divergence of Tardigrada. In contrast to sex-specific expression, no evidence of genomic differences between the sexes was found. We also identified several anhydrobiosis genes that exhibit sex-biased expression, suggesting a possible mechanism for protection of sex-specific tissues against extreme stress.

**Conclusions:**

This study provides a comprehensive analysis for analyzing the genetic differences between sexes in tardigrades. The existence of male-biased, but not male-specific, genomic loci and identification of the family specific male-biased *DMRT* subfamily provides the foundation for understanding the sex determination cascade. In addition, sex-biased expression of several tardigrade-specific genes which are involved their stress tolerance suggests a potential role in protecting sex-specific tissue and gametes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40851-024-00233-0.

## Introduction

Reproductive modes in animals are typically categorized into two major categories: asexual and sexual. Sexually reproducing animals produce sex-specific gametes, and genetic exchange between sexes leads to higher genetic diversity [1, 2]. Gonochoristic animals usually show sexual dimorphism, not only in gametes, but also in somatic tissues, physiology, and behavior within a single species, demonstrating dynamic intraspecies differentiation.

Although many aspects of the mechanisms for inducing sex differences remain to be elucidated, they are usually regulated by sex-specific differences in the genome and gene expression [3]. Gonochoristic animals must undergo sex determination through common well-studied mechanisms that underlie the development of sex-specific organs. The physiological systems of sex determination vary among species, but are generally categorized into two types: determination by sex-linked chromosomes and environmental cues [4, 5]. Species possess sex chromosomes that show different karyotypes depending on their sex. In contrast, environmental cues, including temperature, nutritional status, and population density, act as initial cues for sex determination [6]. Regardless of the mode of sex determination, several widely conserved genes play crucial roles in sex-specific organ development.

The transcription factor family Doublesex and Mab-3 Related Transcription factor (DMRT) comprises key regulators of somatic tissue development in various animals [7]. In animals utilizing sex chromosomal sex determination systems, not only *DMRT* orthologs on the sex chromosome, but also on the autosomes, are involved in sex determination cascades to regulate the growth of sex-specific tissues [8, 9]. In contrast to the chromosomal sex determination system, environmental cues induce the development of sex-specific tissues in normally parthenogenetic individuals through the expression of *DMRT* orthologs (e.g., *Dsx1* in *Daphnia magna*), leading to genetic exchange through mating [10–12].The interplay between highly diverse and conserved components in generating different sexes to overcome environmental and genetic challenges presents a significant challenge to the understanding of the sex determination cascade.

The phylum Tardigrada, a member of the Ecdysozoa with over 1,400 species [13], is divided into three classes: Heterotardigrada, Eutardigrada, and *nomen dubium* Mesotardigrada [14, 15]. Tardigrades are renowned for their ability to tolerate extreme environments, and studies have identified tardigrade-specific proteins that mediate tolerance against nearly complete desiccation and anhydrobiosis using species from the family Echiniscidae (Heterotardigrada) [16], Hypsibiidae (Eutardigrada) [17], and Macrobiotidae (Eutardigrada) [18]. Asexual (parthenogenesis) and sexual reproduction have been observed within this phylum, with reported instances of both gonochorism and hermaphroditism in sexually reproducing species [19]. Sexual dimorphism in morphology and behavior during mating have been observed [20, 21]. In contrast, we lack knowledge on the molecular mechanisms that induce sexual dimorphism, as most molecular and genomic studies have focused on parthenogenetic species [22].

To this end, we conducted genomic and transcriptomic comparisons between males and females of the model gonochoristic tardigrade *Paramacrobiotus metropolitanus* to identify the molecular factors related to sexual dimorphism. This species, which is rich in ecological information, has a reported 170 Mbp genome, is relatively easy to culture, and shows a male-biased sex ratio (Male:Female = 7:3), but morphological sexual dimorphism, excluding testis/ovary, has not been described [18, 21, 23–25]. The results in this study lay the foundation for subsequent studies aimed at identifying a master regulator of the sex determination cascade and sex-dependent genetic differences in tardigrades.

## Methods

### Tardigrade culture condition and specimen preparation

The tardigrade *P. metropolitanus* TYO strain was cultured following methods described in a previous report [24]. The specimens were sexed using the method described by Sugiura et al*.* [23]. The eggs of *P. metropolitanus* were individually placed in an agar-coated dish, and hatched individuals were separated and reared separately to avoid sex contamination. These specimens were then grown until the development of sexual organs that were used for sexing.

### RNA extraction and sequencing

Total RNA was extracted as described by Arakawa et al*.* [26]. Two hundred and fifty specimens of each sex were placed in a 1.5 mL tube with minimal water, and 100 µL of TRIzol reagent was added (Thermo Fisher Scientific). Total mRNA was extracted using the Direct-zol RNA kit (Zymo Research), and the samples were transported to Chemical Dojin for sequencing. The transcriptome sequencing libraries were prepared with poly A selection using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs) and were sequenced using the NovaSeq 6000 instrument (Illumina, 150 bp PE). Four and three replicates were prepared for males and females, respectively.

### External data and annotation

Genome data for *P. metropolitanus* were obtained from our previous study [18]. Raw gDNA-Seq reads used to assemble the genome and RNA-Seq data for the hydrated and desiccated samples (2d) were downloaded from SRA with prefetch and fasterq-dump from the sra-toolkit suite v2.10.1 (https://trace.ncbi.nlm.nih.gov/Traces/sra/sra.cgi?view=software, Accession ID: DRR144969, DRR146886). We have added additional annotations to the protein sequences using NCBI Conserved Domain Search [27], DeepLoc2 [28], or InterproScan v5.62–94.0 [29]. Tardigrade-specific anhydrobiosis genes were annotated based on previous studies [18, 30–33]. Nucleotide sequences for the coding regions were extracted using gffread v0.12.7 [34]. Protein structures were predicted by ColabFold v1.5.3 (https://colab.research.google.com/github/sokrypton/ColabFold/blob/main/AlphaFold2_complexes.ipynb) [35] with default settings and visualized ChimeraX v.1.7.0 [36]. The chromosome-level genome of *Hypsibius exemplaris* was downloaded from DNAzoo [37], and the positions of the gene predictions from our previous study [32] were converted to the new genome with LiftOff v1.6.3. Genome and gene predictions for *Ramazzottius varieornatus* were obtained from our previous report [32].

### Gene expression analysis

Raw RNA-Seq reads were mapped to the coding sequences and quantified using RSEM v1.3.3 [38]. The raw counts were then subjected to statistical testing using DESeq2 v1.38.0, within the run_DE.pl from the Trinity pipeline v2.15.1 [39, 40]. Transcripts with FDR values < 0.05 were identified as differentially expressed genes (DEGs). Gene Ontology Enrichment Analysis (GOEA) was performed based on InterProScan GO annotations using GOstats v2.68.0 and GSEABase v1.64.0 [41, 42]. Gene ontologies with *p*-values < 0.05 were considered significant. Singleton terms were removed from the final list of enriched terms.

To extract genomic regions enriched in transcripts biased to either sex, we performed enrichment analysis based on the number of DEGs with more than 10 × fold change within 200 kbp windows (100 kbp steps). Genomic bins were created with BEDtools v2.31.1 [43] and the number of genes fitting the criteria was calculated using BEDtools intersect. An in-house Rscript was used to perform Fisher’s exact test for each bin, and *p*-values were corrected by BH method. Regions with Q-value < 0.01 were considered enriched.

We also performed transcriptome assembly through Trinity v2.15.1 and StringTie v2.2.1 [40, 44]. The RNA-Seq data were mapped to the genome using Hisat2 v2.1.0 [45] and assembled with genome-guided Trinity or StringTie. A non-genome-dependent assembly was also produced with Trinity. The assembled information was passed into PASA v2.5.3 for variant detection and merged with the original gene prediction using EvidenceModeler v2.0.0 for a comprehensive gene prediction set [46, 47]. This gene set was also subjected to PASA expansion to identify additional splice variants. SAM file conversion was performed using SAMtools v1.16.1 [48].

### Phylogenetic analysis

To identify and analyze the expression patterns of *DMRT* genes, we first performed an exhaustive search for genes harboring Doublesex-Mab-3 related domains (DM domains). Initial candidates were extracted based on the InterProScan searches performed above, and the corresponding amino acid sequences were submitted to a BLASTP v2.2.22 [49] search against *P. metropolitanus*. In addition, the amino acid sequences of *P. metropolitanus DMRT* orthologs were subjected to a BLASTP search against amino acid sequences predicted from various tardigrade genomes [33]. The amino acid sequences for the tardigrade *DMRT* orthologs, metazoan orthologs provided in a previous study [50], and velvet worm *DMRT* ortholog were pooled (Table S1) and then aligned with MAFFT v7.450 [51] and subjected to phylogenetic tree construction using IQTREE2 v2.2.2.6 [52]. The phylogenetic tree was visualized in FigTree v.1.4.3 (http://tree.bio.ed.ac.uk/software/figtree). The expression patterns of *H. exemplaris* and *R. varieornatus DMRT* orthologs during developmental stages were obtained from a previous report by our group [53]. Additional alignments for the DMRT proteins were performed by MAFFT v7.450 and visualized using MView (https://www.ebi.ac.uk/Tools/msa/mview/).

Similarly, we conducted a phylogenetic analysis of *CAHS* genes. We obtained annotated CAHS sequences from our previous report [54] and pooled the amino acid sequences of *P. metropolitanus* CAHS candidate orthologs [18]. A phylogenetic tree was constructed using the same procedure.

### Genome extraction

Virgin *P. metropolitanus* was prepared by the method described above, and a single tardigrade was placed in a 0.2 ml tube after 1% penicillin/streptomycin treatment for 2 h to remove contamination. Genomic DNA was extracted and prepared using the method described by Arakawa et al. [26]. An individual was crushed by pressing it against a tube wall using a pipette tip. Genomic DNA was extracted with Quick-gDNA MicroPrep kit (Zymo Research) with three freeze–thaw cycles and then following the manufacturer’s protocol. The extracted DNA was sheared to 550 bp target fragments with Covaris M220 and an Illumina library was constructed with a Thruplex DNA-Seq kit (Takara BioRubicon Genomics). Quantification, quality, and library size selection were performed with Qubit Fluorometer (Life Technologies) and TapeStation D1000 ScreenTape (Agilent Technologies), respectively. Sequencing library fragments in the range of 400–1,000 bp were cut and purified with a NucleoSpin Gel and PCR Clean-up kit (Clontech) and sequenced using a NextSeq500 sequencer with HighOutputMode 75 cycles kit (Illumina). The reads were de-multiplexed, and adaptor sequences were removed using the bcl2fastq v2 software (Illumina).

### Genome reassembly

Previously published ONT raw reads were submitted for reassembly using Canu v2.2 [55], NextDenovo v2.5.2 [56], Shasta v0.11.1 [57], Flye v2.9.2-b1786 [58], redbean v2.5 (wtgbt2) [59], GoldRush v1.1.0 [60], SPADES v3.15.5 [61], Pecat v0.0.3 [62], and Raven v1.8.3 [63]. Polishing was performed using NextPolish v1.4.1 [64] for the NextDenovo assembly. Each assembly was evaluated using compleasm v0.2.2 (metazoa and eukaryota lineage) or BUSCO v5.5.0 [65, 66]. Completeness was also evaluated for *H. exemplaris* and *R. varieornatus* published genomes as well [32]. The coverage for 10 kbp bins was calculated as previously stated, where we used BWA-MEM2 v2.2.1 [67] instead of BWA-MEM. *DMRT* orthologs were searched with TBLASTN v2.2.22, using *P. metropolinatus* DMRT protein sequences as the query (E-value < 1e-50) [18]. Additionally, we co-assembled male and female short reads produced in this study, along with the ONT and Illumina datasets using SPADES v3.15.5.

### Sex specific region analysis

To identify candidate sex chromosome regions, we employed the Y chromosome genome scan (YGS) method [68], which was previously used to identify *Drosophila melanogaster* sex chromosome contigs. Briefly, reads from the same sex were pooled, and 15-mers were extracted with jellyfish count v2.2.4 or v2.2.10 [69]. Scripts from the YGS method v.11b (8 Oct 2012 10AM) were then used to calculate the percentage of validated single-copy unique *k*-mers (P_VSC_UK) for each contig. This was performed for the previously published genome, as well as for the SPADES assembly performed above. We also tested the coverage for both sexes calculated from the gDNA-Seq data. The raw gDNA-Seq reads were mapped to the genome using BWA-mem2 v2.2.1 and converted into BAM files using SAMtools v1.17. The genome was split into 10 kbp bins and the average coverage for each bin was calculated using BEDtools v2.31.0. The values were then normalized by the median of all bins for that sample, and the average for males and females was computed.

For gene-level synteny analysis, we employed the Python version of McScan in the JCVI suite v1.2.7 [70]. Gene prediction and coding sequences were prepared for *H. exemplaris* and *P. metropolitanus*, and syntenic regions were identified and visualized using default settings [18, 22]. To identify the *Dsup* ortholog, candidates were identified using gene-level synteny. Disorderness was analyzed using DISOPRED (http://bioinf.cs.ucl.ac.uk/psipred/) and IUPRED3 (https://iupred3.elte.hu/) and the protein structure predicted ColabFold v.1.5.3 [35, 71, 72].

### Genotyping for male specific regions

Virgin specimens were replaced with single-worm lysis buffer (50 mM KCl, 10 mM Tris pH 8.2, 2.5 mM MgCl2, 0.45% NP-40, 0.45% Tween20, 0.01% gelatin, 2 μg of Proteinase K) [73]. The specimen was then dissolved by freeze–thaw cycles (three times for liquid N_2_ and RT) and incubated at 60 °C for 1.5 h and 95 °C for 25 min. Genotyping PCR was performed using the following conditions: 94 °C for 3 min; 40 cycles of 94 °C for 30 s, 50 °C for 30 s, and 68 °C for 1 min; and a final extension at 68 °C for 5 min. Primer sequences were designed using Primer3 [74] from the nucleotide sequences of scaffold Parri_scaffold0000295 (Table S2). Quick-Taq (TOYOBO) was used for the polymerase with the concentrations of each reagent, following the manufacturer’s instructions. Electrophoresis was performed at 100 V for 20 min with 1.2% agarose gel/TAE (NacalaiTesque), and then the gel was strained with ethidium bromide for 20 min. The DNA bands were visualized using ChemiDoc (BioRad).

## Results

### Transcriptomics of P. metropolitanus sexes

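RNA was extracted from tubes of 250 specimens of one sex, and poly A-selected libraries were sequenced as paired-end reads from 3 female and 4 male tubes. Table S3 of the paper lists 15300796, 17974530 and 18993972 read pairs for female libraries 1 to 3. For male libraries 1 to 4 it lists 21470825, 19660392, 22862305 and 10674107 read pairs. Between 90.7% and 92.2% of the female reads and between 85.5% and 90.8% of the male reads were mapped to the genome in that table. The authors mapped the reads to the predicted coding sequences, estimated expression with RSEM and deposited TPM values, which are corrected for transcript length and library size, rescaled between libraries by the TMM method, so that a library sums to between 891117 and 1127677. These values keep no read depth, and precision is therefore described by the spread between libraries. The deposited matrix holds 26306 transcripts, of which 1677 are listed at 0 in every library. From these values, the sexes were compared with limma on log2(TPM + 0.1), with a trended prior variance and Benjamini-Hochberg FDR, over the 18420 transcripts with a value of at least 1 in at least 3 of the 7 libraries. Log2 differences on this scale understate the change of weakly expressed transcripts. The authors' own test was run on RSEM counts, which were not used here, and its results are in the authors' deposited table. Spearman's correlation across the tested transcripts, which are not independent replicates, was between 0.865 and 0.944 for pairs of female libraries and between 0.860 and 0.938 for pairs of male libraries, so that these ranges overlapped. Over transcripts with a mean of at least 10, the SD of the log2 difference was 1.65 between female libraries 1 and 3, 1.34 between 1 and 2 and 1.09 between 2 and 3, and it lay between 0.819 and 1.23 for pairs of male libraries.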

To identify sex-specific gene expression and genomic loci, we produced 10–20 M reads of RNA-Seq data for male and female specimens (Table S3) that mapped approximately 80–90% of the genome. Based on these data, we quantified and conducted differential gene expression analysis. Principal Component Analysis (PCA) of the expression profiles indicated a clear distinction between the male and female samples (Fig. 1A). 

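In a principal component analysis of log2(TPM + 0.1) over the 18420 tested transcripts, centred per transcript and not scaled, PC1 held 64.7% of the variance and PC2 held 14.6%. Female libraries lay between -208 and -136 on PC1 and male libraries between 105 and 153, without overlap. On PC2 the female libraries lay between -97.5 and 135 and the male libraries between -53.3 and 58.0, so the female libraries were the more widely spread. The share of variance on PC1 was lowest, at 57.2%, when no filter was applied to weakly expressed transcripts, and the sexes were separated on PC1 in that setting too.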

A total of 9,015 transcripts were differentially expressed, with 4,685 and 4,329 transcripts showing higher expression in females and males, respectively (Fig. 1B). 

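With limma, 9072 transcripts passed an FDR of 0.05, 4410 of them higher in females and 4662 higher in males. The authors' deposited table holds 9014 transcripts with an adjusted p below 0.05, 4685 higher in females and 4329 higher in males. Both analyses called 8164 transcripts, and all 8164 had the same direction. The median log2 difference (males minus females) over all tested transcripts was 0.50 rather than 0. It was 0.03 with unchanged scaling over the 13274 transcripts with a mean of at least 5 TPM, of which 4155 were called higher in females and 3005 higher in males. It was 0.01 after quantile normalization of all tested transcripts. Quantile normalization gave 7837 calls, 4367 higher in females and 3470 higher in males, so that more were higher in females, and 6796 of the 9072 calls were kept with their direction. The setting that moved the number of calls most was limma's array weights, with 13529 calls, but the estimation of these weights stopped before convergence and gave female library 2 a weight of 24.9. Among transcripts with a mean of at least 10 in the higher sex and no overlap between libraries, those with the largest ratio of group means (each mean + 0.1) in males were PARRI_0020185.t1, PARRI_0018103.t1 and PARRI_0022962.t1, each listed at 0 in all 3 female libraries. PARRI_0020185.t1 varied widely among males, with 738, 91.0, 1367 and 16.4 TPM in male libraries 1 to 4. PARRI_0018103.t1 likewise ranged from 1.14 TPM in male library 4 to 522 TPM in male library 3. PARRI_0022962.t1 had 208 ± 111 TPM (SD, n = 4) in males. Its log2 fold change (females over males) in the authors' deposited table, made from counts, was -6.48 (standard error 1.48), against -12.0 for PARRI_0020185.t1. Its values may therefore rest on few reads. In females, PARRI_0018282.t1 (89.2 ± 38.7 TPM, SD, n = 3) and PARRI_0019208.t2 (29.4 ± 15.3 TPM, SD, n = 3) were listed at 0 in all 4 male libraries. The authors' deposited table gives PARRI_0018282.t1 the smaller log2 fold change (females over males), 5.45 (standard error 1.83) against 9.44 (standard error 1.21). The value of PARRI_0018282.t1 may therefore rest on few reads, so its 0 in males is weak evidence of absence. PARRI_0020057.t1 had 52.3 ± 11.7 TPM (SD, n = 3) in females and was listed at 0 in the other male libraries, with 0.293 TPM in male library 1.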

Gene ontology enrichment analysis of each gene set indicated enrichment of various pathways (Figure S1). For females, we observed enrichment of RNA processing, cellular component biogenesis, and negative regulation of biological processes. In contrast, terms related to cyclic nucleotide biosynthetic processes, aminoglycan metabolic processes, and monatomic ion transport were enriched in males.

**Fig. 1:**
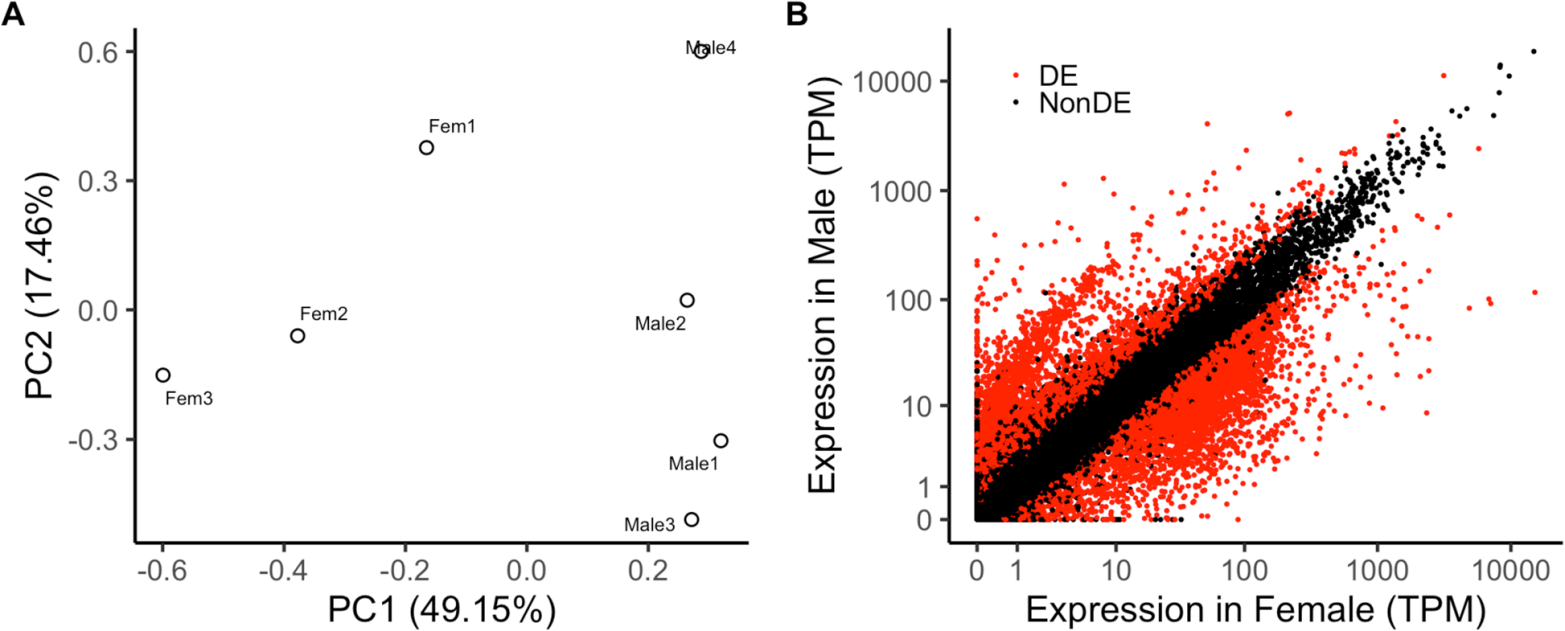
Transcriptomic analysis of both sex. **A** PCA of expression profiles. **B** Scatterplot of the expression profiles. Red dots indicate differentially expressed transcripts (FDR < 0.05)

The sex determination cascade comprises multiple genes, forming a signaling cascade that causes differentiation between the sexes. We first focused on *DMRT*, a well-conserved gene family that regulates sex-specific tissue development and behavior. Initial BLAST analysis identified five *DMRT* orthologs (PARRI_0009851, PARRI_0001169, PARRI_0005877, PARRI_0003090, and PARRI_0003093) [18]. 

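The DMRT ortholog PARRI_0003090 had 33.9 ± 27.4 TPM (SD, n = 4) in males, with 31.4, 15.4, 73.4 and 15.4 TPM in male libraries 1 to 4, and 0.498 ± 0.572 TPM (SD, n = 3) in females. PARRI_0003093 was listed at 0 in all 3 female libraries and had 8.36, 2.49, 10.8 and 9.48 TPM in the male libraries. PARRI_0005877 had 2.63 ± 0.440 TPM (SD, n = 4) in males and 0.448 ± 0.421 TPM (SD, n = 3) in females. For each of these transcripts, every male library was above every female library. The paper describes PARRI_0003090 and PARRI_0003093 as very similar over part of their proteins, and the predicted PARRI_0003093 as truncated by a misassembly. Reads shared between them may have been divided by the authors' quantification, and no test of this was made.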

We observed that three genes, PARRI_0003090, PARRI_0003090, and PARRI_0005877, were upregulated in males, whereas PARRI_0003090 was moderately expressed (TPM > 30) in males.

A diverse array of lineage-specific upstream signaling factors (e.g., *tra2*, *nix*, *fem*) induce sex-specific splicing variants of the *doublesex* gene, transmitting signals to the downstream sex development cascade [6]. Although the master regulator of sex determination is highly variable, several components of the cascade are highly conserved, such as the *DMRT* orthologs. Likewise, the *transformer-2* (*tra2*) gene is a DNA-binding protein coupled with the Tra protein, causing sex-specific splicing of *dsx* in insects [6]. The *P. metropolitanus Tra2* (*PmTra2*; PARRI_0000692) exhibited sex-biased variants (Figure S2). The female-biased variant of *PmTra2* (*PmTra2F*, evm.model.Parri_scaffold0000002.194, Female: 77.45, Male:38.95) has an additional intron in the 5’ UTR compared to the male-biased variant (*PmTra2M*, evm.model.Parri_scaffold0000002.194.3.65434fff, Female: 1.07, Male: 3.36).

We also sought to identify genes participating in the sex cascade in *Drosophila*, e.g., *fruitless* (*fru*) and *sexlethal* (*sxl*) genes. 

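PARRI_0002227, a candidate ortholog of sxl, had 27.1 ± 5.09 TPM (SD, n = 4) in males and 7.85 ± 5.66 TPM (SD, n = 3) in females, a log2 difference (males minus females) of 2.07 (standard error 0.54, limma FDR 0.014). Its female values ranged from 2.42 to 13.7 TPM. PARRI_0007430, the other candidate, is represented by 2 transcripts, and reads shared between them may have been divided by the authors' quantification. PARRI_0007430.t2 had 8.98 ± 1.69 TPM (SD, n = 3) in females and 1.41 ± 0.611 TPM (SD, n = 4) in males, a log2 difference (females minus males) of 2.65 (standard error 0.44, limma FDR 0.0021). PARRI_0007430.t1 had 4.00 ± 1.23 TPM (SD, n = 3) in females and 0.597 ± 0.478 TPM (SD, n = 4) in males, where it was listed at 0 in male library 4 (limma FDR 0.025), and this difference did not pass the threshold without female replicate 1 (limma FDR 0.057) or without female replicate 3 (limma FDR 0.083). For each of these transcripts, the libraries of the sexes did not overlap.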

BLAST searches identified two candidates for *sxl* orthologs (PARRI_0002227 and PARRI_0007430) [18], which showed contrasting expression profiles. However, a phylogenetic analysis of these genes could not determine whether these orthologs were *sxl* or a gene family with relatively high similarity; therefore, we cannot conclude whether these genes are *sxl* orthologs (data not shown). No hits were found for *fru* in *P. metropolitanus* nor any tardigrade genomes. Thus, we concluded that *fru* is missing and *sxl* remains questionable in *P. metropolitanus*.

### Genomic loci of the male-biased genes

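At a limma FDR below 0.05, 536 transcripts had a ratio of group means (each + 0.1 TPM) over 25 in males and 195 in females. The value of 25 was applied after the data had been seen. The 536 transcripts had a median of 18.5 TPM in the male mean and 0.209 TPM in the female mean, and 178 of them were listed at 0 in all 3 female libraries. The number depended on the pseudocount, falling to 104 with 1 TPM, and on female library 2, rising to 946 without it. Under quantile normalization 184 transcripts were over 25-fold higher in males and 303 in females, so that the excess in males turned round. Quantile normalization gives every library the same distribution of values, so it can also remove a real excess in males. With a filter at a mean of 5 TPM, where the median log2 difference was 0.03, 379 were over 25-fold higher in males and 170 in females. In female libraries 1 to 3, 350, 246 and 256 of the 536 were listed at 0. Among 253 transcripts with a male mean of at least 50 TPM and a value in female library 1 of at most 2% of it, female library 2 held a median of 6.76% of the male mean (interquartile range 3.78% to 8.79%) and female library 3 a median of 4.18% (interquartile range 2.62% to 5.66%). These transcripts were chosen for a low value in female library 1 and without the values of female libraries 2 and 3, so the levels of female library 1 and of the other female libraries cannot be compared in them.

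**Figure D1:**
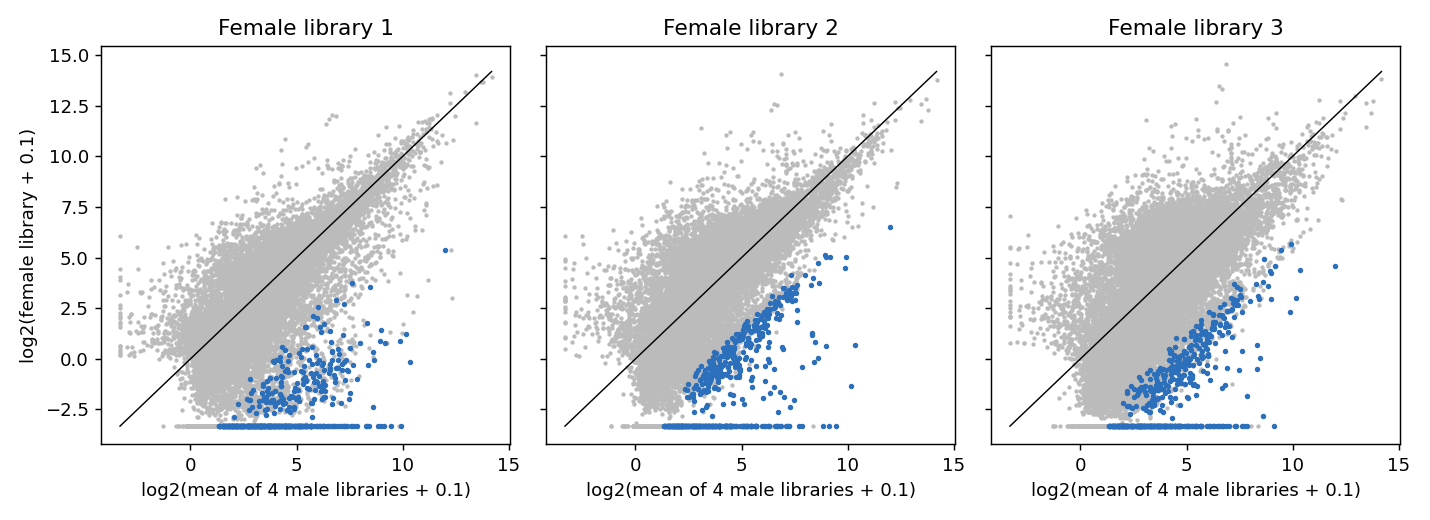
Each panel plots log2(TPM + 0.1) of the tested transcripts in one female library against that of the mean of 4 male libraries, with the line of equal values in black. Blue points are the 536 transcripts over 25-fold higher in males, a choice that uses the mean of all 3 female libraries and so bounds the blue points from above. In female libraries 2 and 3 many of them lie along a band parallel to the black line, and others are listed at 0.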

We detected a peculiar population of genes that were expressed approximately > 25 higher in males (Fig. 1B). Hypothesizing that these male-biased expressed transcripts may be sex-specific genes located on the sex chromosome, we conducted a genomic enrichment analysis to determine genomic loci enriched in these highly biased genes. Using a genomic bin of 200 kbp (corresponding to roughly 30 genes per bin) against differentially expressed transcripts that had over 10 × fold change than the other sex (Female: 674, Male: 1724), we detected 325 (29 scaffolds) and 12 (three scaffolds) bins for males and females, respectively (Fig. 2A). 

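With limma, 588 transcripts passed an FDR of 0.05 with a ratio of group means (each + 0.1 TPM) over 10 in females, and 1491 in males. The number was most sensitive to the pseudocount, with 386 and 643 transcripts at 1 TPM. Under quantile normalization there were 810 and 786, so that males made up 49.2% rather than 71.7% of the transcripts over 10-fold. With a filter at a mean of 5 TPM there were 499 and 915, and males made up 64.7%. When each library was left out in turn, the number ranged from 447 to 739 for females and from 1376 to 1736 for males. The genomic bins were not analysed here, because the transcript identifiers of the matrix have no match in the gene table of the reference used here.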

We noted that approximately 2% of the male-biased genes had more than TPM 10 in females (11% for male-expression of female-biased genes), thus implying the specificity of male-biased genes. 

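Of the 1491 transcripts over 10-fold higher in males, 36 had a mean above 10 TPM in females, or 2.41% (95% Clopper-Pearson interval over transcripts, 1.70% to 3.33%). Of the 588 over 10-fold higher in females, 75 had a mean above 10 TPM in males, or 12.8% (interval 10.2% to 15.7%). These intervals treat transcripts as independent and do not cover the spread between libraries. With a pseudocount of 1 TPM the shares were 5.44% and 18.1%, and without female replicate 1 the share for male-biased transcripts was 3.61%. From the lower share in females, the paper proposes that the expression of male-biased genes is specific.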

Gene ontology enrichment analysis of genes located in these bins indicated a high enrichment of transcripts related to sperm function (Table S4, S5). Interestingly, two of the three male-induced *DMRT* paralogs (PARRI_0003090 and PARRI_0003093) were located within a bin enriched for male-biased genes on the scaffold Parri_scaffold0000005 (Fig. 2B) [18]. We also observed that the genes within and in the surrounding regions of these bins were also expressed in females, suggesting that these genomic loci may not be male-specific (Fig. 2C).

**Fig. 2:**
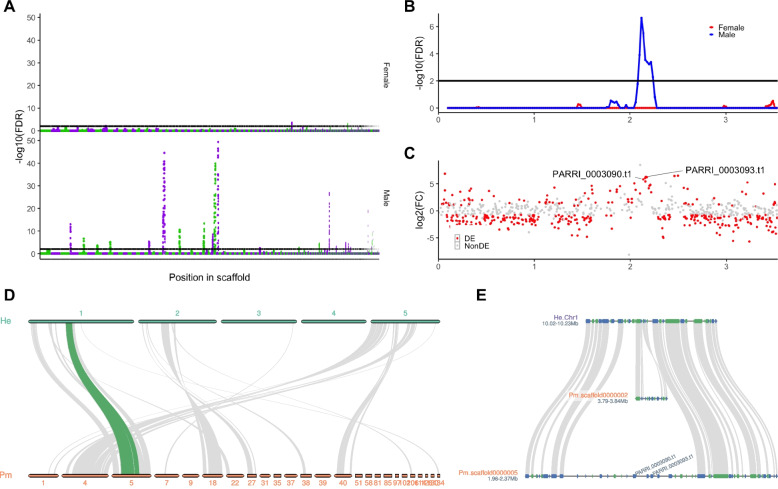
Multiple male-biased regions within the *P. metropolitanus* genome and their synteny. **A** Genome-wide enrichment analysis of male- or female-biased transcripts. Scaffolds were ordered by size and colored green and purple to visualize the scaffolds. The threshold of FDR < 0.01 was used. **B**, **C** Characteristics of scaffold Parri_scaffold0000005 harboring the *DMRT* paralogs. **B** FDR values from the genomic loci enrichment analysis plotted against the bin’s position. Blue and red indicate the values for males and females, respectively.** C** Expression fold-change log2(male + 0.1 / female + 0.1) of the genes plotted against their locations along the scaffold. Colors indicate whether the gene was differentially expressed. **D** Macro-scale synteny analysis to identify orthologous genomic loci in male-biased scaffolds. Gray lines indicate syntenic blocks between *H. exemplaris* and *P. metropolitanus* scaffolds. The synteny block highlighted in green indicates the location of *DMRT* paralog loci. The numbers on the bar indicate the chromosome number or scaffold ID for each genome assembly. **E** Synteny region of the *DMRT* paralog loci on *P. metropolitanus* scaffold Parri_scaffold0000005 and *H. exemplaris* Chromosome 1. Orthologs between *H. exemplaris* and *P. metropolitanus* determined by synteny analysis are connected by a gray ribbon. The corresponding region in *H. exemplaris* Chromosome 1 also aligned to the *P. metropolitanus* scaffold scaffold0000002 3.79–3.84 Mb, as indicated in between He Chr1 10.02–10.23 Mb and Pm scaffold000005 1.96–2.37 Mb. The *Dmrt3090/3093* complex orthologs (*PmDmrt3090* and *PmDmrt3093*) are also indicated

To evaluate whether these genomic loci enriched for male-biased genes were on the same chromosome, we preformed synteny analysis with the recently reported chromosome-level genome assembly of *H. exemplaris*. *Paramacrobiotus metropolitanus* has been observed to have a 2n = 10 karyotype, similar to that of *H. exemplaris* [23, 75]. While the queried 29 male-biased scaffolds did not focus on a particular chromosome, we observed a slight bias toward chromosomes 1, 2, and 5 (Fig. 2D). Furthermore, we observed that the region harboring the paralogous *DMRT* loci and the surrounding region on Parri_scaffold0000005 were missing in *H. exemplaris*, where a genomic region on a different scaffold (Parri_scaffold0000002) was inserted into in *H. exemplaris* (Fig. 2E). These data suggest that this genomic region may have emerged in the *P. metropolitanus* lineage.

### Emergence of a novel dmrt93B-like subfamily specific to *Macrobiotidae*

Given the importance of paralogous *DMRT* genes located on Parri_scaffold0000005, we focused on the characterization of the orthologs to determine the characteristics of these paralogs.

First, we submitted the amino acid sequences of the *P. metropolitanus* DMRT family for phylogenetic analysis, incorporating various tardigrade *DMRT* orthologs from genome and transcriptome assemblies. Careful examination of the *PARRI_0003093* gene structure revealed a misassembly of a single nucleotide insertion, identified through gDNA- and RNA-Seq read mapping. This caused a frameshift in the 3′ terminus, leading to a truncated coding sequence. Therefore, manual curation for this gene was performed, resulting in 463 amino acid sequences. Phylogenetic analysis identified *PmDmrt99B* (PARRI_0009851), *PmDmrt93B* (PARRI_0005877), and *PmDmrt11E* (PARRI_0001169) orthologs, as well as two *Dmrt93B* paralogs (*PmDmrt3090* PARRI_0003090; *PmDmrt3093* PARRI_0003093; the 3090/3093 complex). The 3090/3093 complex contained *DMRT* genes only from Macrobiotidae species, suggesting the acquisition of this subfamily in this lineage (Fig. 3A, Table S1). We also observed a phylum-wide loss of the *doublesex* subfamily. Furthermore, we observed an Echiniscidae-specific Dmrt93B subfamily that was not included in the 3090/3093 complex, while the relatively lower bootstrap support of this branch (88) complicated the phylogenetic position of this clade (Fig. 3A, Table S1). We only found the DM domain, but not the CUE-DMA domain in these subfamily members through InterProScan analysis. Interestingly, phylogenetic analysis indicated that the *dsx*-like gene of the velvet worm branched into a Doublesex clade with arthropods, suggesting that *dsx* emerged after the divergence of Tardigrada (Fig. 3A, Table S1). We did not detect two copies of the 3090/3093 complex in several other Macrobiotidae species. A direct comparison between PmDmrt3090 and PmDmrt3093 amino acid sequences indicated that the first 30–180 aa sequences were extremely similar, but the intron nucleotide sequences were completely different (Figure S4AB). Furthermore, multiple nanopore reads spanned the entire length of each gene. Together, we suggest that the two copies were not the result of misassembly of these loci. We also noted that no ONT reads spanned both *PmDmrt3090* and *PmDmrt3093*. However, the 3090/3093 complex region spanned more than 30 kbp and the N50 length of the ONT data was approximately 17 kbp. It is possible that there are no ONT reads spanning the entire region. While reassembly of the ONT reads using more recent assembly methods produced a more contiguous assembly (NextDenovo + NextPolish; Table S6), these two genes were predicted to be two separate genes.

**Fig. 3:**
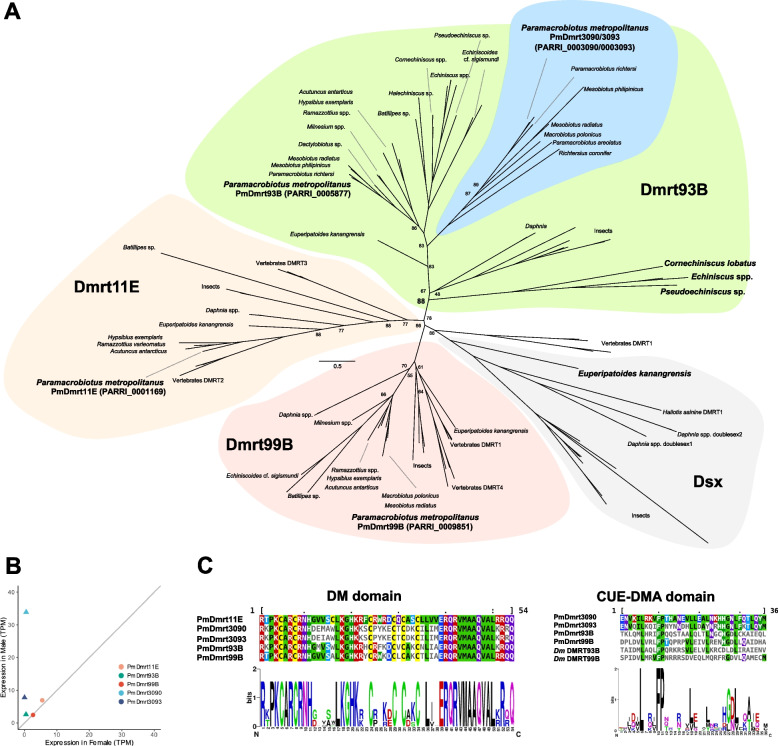
Phylogenetic analysis and the expression of *DMRT* orthologs. **A** Phylogenetic analysis of DMRT orthologs detected in the tardigrade genomes. The DMRT families were classified based on the orthologs of the model species. Bootstrap values of less than 90% are shown on the branch. The blue colored region indicates the Macrobiotidae-specific orthologs. The *P. metropolitanus* and Echiniscidae-specific *Dmrt93B* orthologs (*Cornechiniscus lobatus*, *Echiniscus* spp. *Pseudoechiniscus* sp.), and the partial *dsx* of velvet worm (*Euperipatoides kanangrensis*) are indicated in bold. **B** Expression of *PmDmrt* orthologs. Triangle points indicate differentially expressed genes and circles indicate non-significant changes. The gray line indicates x = y. **C** Multiple alignments of DM and CUE-DMA domains. *Dm* indicates *D. melanogaster*

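The limma FDR over all tested transcripts was 0.00081 for PmDmrt3090, 0.00048 for PmDmrt3093 and 0.0097 for PmDmrt93B, and the same 3 of the 5 DMRT orthologs passed 0.05 when adjusted over the list alone. The log2 difference (males minus females) was 5.93 (standard error 0.75) for PmDmrt3090 and 2.56 (standard error 0.60) for PmDmrt93B. No fold is given for PmDmrt3093, which is at 0 in females. With each library left out in turn, the difference of PmDmrt3090 stayed between 5.45 and 6.67 and that of PmDmrt93B between 2.19 and 3.15. Under quantile normalization PmDmrt93B no longer passed the threshold (log2 difference 0.76, limma FDR 0.22). PmDmrt11E (PARRI_0001169) had 6.95 ± 2.82 TPM (SD, n = 4) in males and 5.48 ± 4.12 TPM (SD, n = 3) in females, and PmDmrt99B (PARRI_0009851) had 2.46 ± 0.349 and 2.61 ± 0.378 TPM. Both differences were within the spread between libraries, with a limma FDR of 0.47 and 0.87. PmDmrt99B passed the threshold only under quantile normalization, with lower values in males (log2 difference -1.26, limma FDR 0.036).

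**Figure D2:**
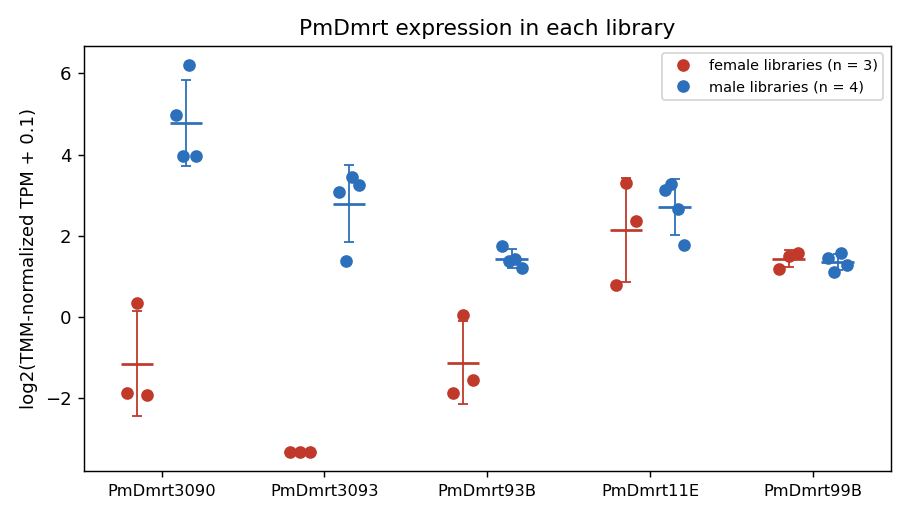
Expression of the 5 DMRT orthologs, as log2(TMM-normalized TPM + 0.1), in each female (red, n = 3) and male (blue, n = 4) library. Horizontal lines show means and bars show the SD of these log2 values. The sexes do not overlap for PmDmrt3090, PmDmrt3093 and PmDmrt93B, and overlap for PmDmrt11E and PmDmrt99B.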

Based on these annotations, we identified *PmDmrt3090*, *PmDmrt3093*, and *PmDmrt93B* to be significantly expressed in males; thus, all three induced copies belong to the Dmrt93B clade (Fig. 3B). We then utilized our previously reported single specimen RNA-Seq data of the embryonic and juvenile life stages of the parthenogenetic tardigrades *H. exemplaris* and *R. varieornatus* to evaluate whether *DMRT* orthologs in others may be functional. Only females have been observed in both species, suggesting the lack of masculinization in these species. All three *Dmrt11E*, *Dmrt93B*, and *Dmrt99B* orthologs in *H. exemplaris* and *R. varieornatus* (*RvDmrt11E*: g5527, *RvDmrt93B*: g9000, *RvDmrt99B*: g7078; *HeDmrt11E*: BV898_08851, *HeDmrt93B*: BV898_13063, *HeDmrt99B*: BV898_01934.) were expressed during embryonic stages (Figure S3), where *Dmrt11E* preceded *Dmrt99B* in both species, and the three *DMRT* genes were expressed at lower levels in juvenile and adult stages.

We further investigated the functionality of the *DMRT* orthologs by functional domain detection (Fig. 3C). While all five DMRT copies harbored the DM domain at the N-terminus, they did not contain the dimerization domain known to exist in *dsx* proteins required for DNA binding and sex-specific splicing variants. Furthermore, we did not find the ubiquitin binding-related CUE-DMA domain in PmDmrt3090 by domain search analysis. However, multiple alignment of the five orthologs and the *D. melanogaster* DMRT sequence suggested the conservation of several residues within the region corresponding to the CUE-DMA domain, implying the conservation of this domain. By modeling the protein structure with AlphaFold2 and aligning the *D. melanogaster* Dmrt93B structure, we observed that the C-terminal region showed structural homology with CUE-DMA domain-like helices (RMSD: 0.276–0.574, Figure S4CDE), suggesting that PmDmrt3090 may also harbor the CUE-DMA domain.

### Contradictory data from whole genome sequencing and PCR-based genotyping

Based on our observations of several male-biased but not male-specific genomic regions, we hypothesized that these regions were not sex-specific chromosome structures. To evaluate this, we sequenced the genomes of both sexes at low coverage. We produced approximately 50–60 M reads, corresponding to roughly 20–25 × coverage (Table S2). Approximately 80–90% of the reads were mapped to the genome, resulting in roughly 15–20 × coverage.

We first calculated the coverage of the 10 kbp bins genome wide. Initial PCA of the coverage profiles did not show a clear difference between males and females (Fig. 4A). We identified several bins with half of the average genome-wide coverage that were not found in females (Fig. 4B). These characteristics are similar to those of heterozygotic chromosomes, particularly the X chromosome of males in the XY sex determination system. All of the bins that were identified as male-biased by the transcriptome analysis had genome-wide average coverage, suggesting that all regions exist in females (Fig. 4C). We also evaluated whether we could detect male or female specific regions through *k*-mer based analysis using the YGS method. Scaffolds that have a high number of “percent validated single-copy unmatched *k*-mers” (P_VSC_UK) indicate sex-specificity. Although no scaffolds had a P_VSC_UK ratio of 100, we detected five scaffolds fitting the XY sex chromosome structure rather than the ZW scheme with an arbitrary threshold of P_VSC_UK > 80 (Fig. 4D, E, F). Similar profiles were observed by SPADES reassembly using all gDNA-Seq data from our and previous studies (Fig. 4G, H, I). We also noticed that many scaffolds from both assemblies had P_VSC_UK values of approximately 50% in both female-to-male (XY) and male-to-female (ZW) analyses (Fig. 4F, I), which indicates that the corresponding region is both male- and female-specific.

**Fig. 4:**
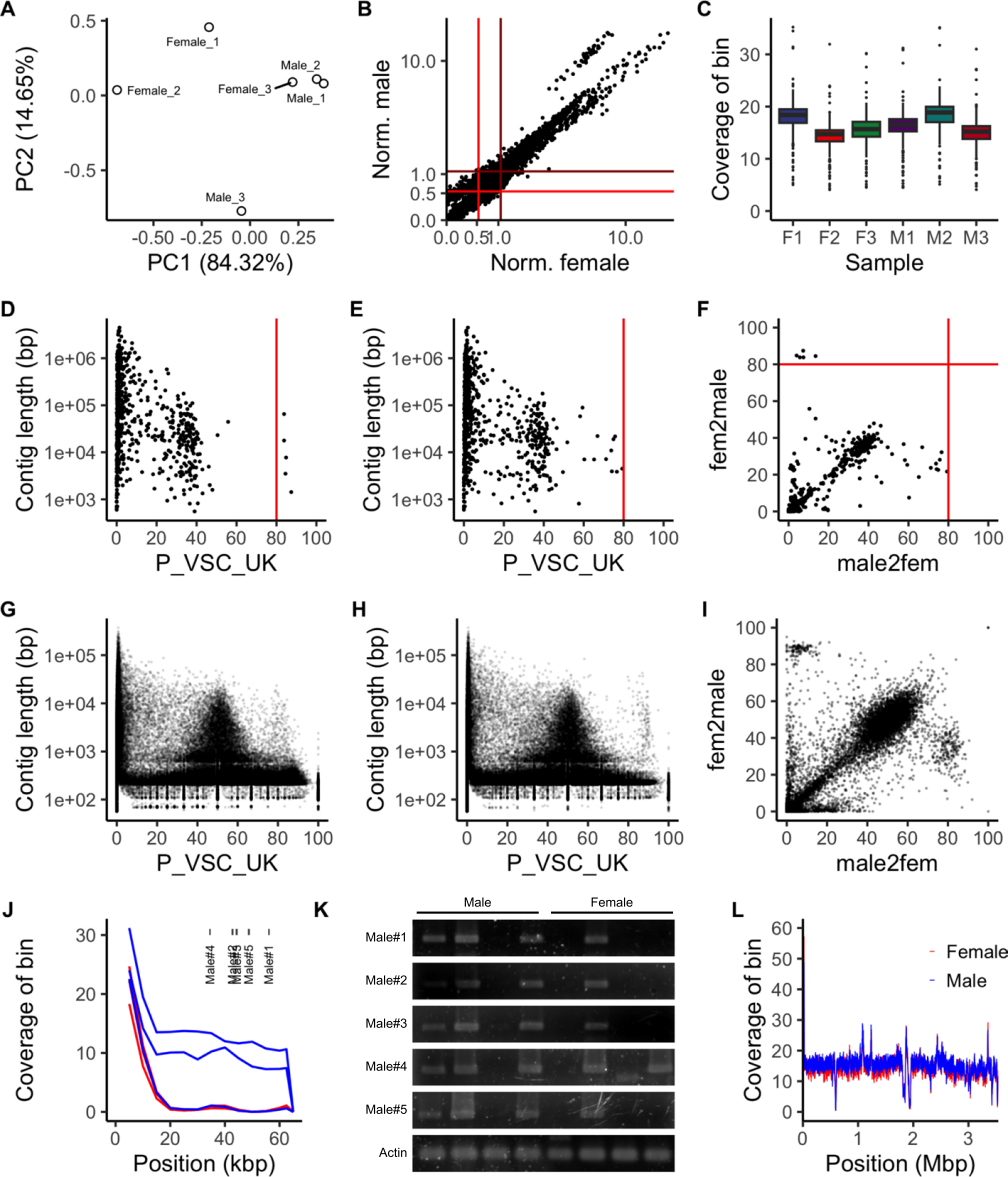
*Paramacrobiotus metropolitanus* lacks sex specific regions for both sexes. **A** PCA of genomic coverage profiles for male and female gDNA-Seq data. **B** Average coverage for 10 kbp bins, normalized by the median of all bins. The brown and red lines indicate the whole-genome average and half-genome average for males and females, respectively. The range between the 0 × and 10 × coverage ratio to the median is shown. **C** Genome coverage of male-biased bins. **D**, **E**, **G**, **H** YGS analysis for (**D**, **G**) female-to-male (XY system) and (**E**, **H**) male-to-female (ZW system) based on the (**D**, **E**) published *P. metropolitanus* assembly and (**G**, **H**) SPADES reassembly. The red line indicates a P-VSC-UK threshold of 80. **F**, **I** Scatter plot for P-VSC-UK values for male-to-female and female-to-male analysis for the (**F**) published genome and the (**I**) SPADES reassembly. Contigs shorter than 1,000 bp were removed from the SPADES plot. **J** gDNA-Seq coverage for all samples and the location of genotyping primers within contig Parri_scaffold0000295. Blue and red correspond to male and female samples, respectively. **K** Electrophoresis of genotyping primers designed for male specificity. Male specificity was not observed for any primer set. **L** gDNA-Seq coverage of *PmDmrt3090*/*PmDmrt3093* harboring scaffold Parri_scaffold0000005 for all samples. Colors indicate samples for each sex

To evaluate the male specificity observed in the *in-silico* analysis, we designed several primers to amplify regions in the scaffold Parri_scaffold0000295 that were identified as male-specific (Fig. 4J, Table S2). Evaluating individual genomic coverage indicated that in this scaffold, a single male sample had near-zero coverage, in contradiction to the other two male samples (Fig. 4J). However, PCR genotyping indicated the existence of this region in females as well, which contradicted the results obtained from the *in-silico* analysis (Fig. 4K). Thus, we concluded that we could not derive sex chromosomes or male-specific regions, and the male-specific regions detected above may have been an artifact of differences between individuals. We also evaluated the male-specificity of the paralogous *DMRT* loci on Parri_scaffold0000005, where coverage analysis suggested that this region was not male-specific (Fig. 4L).

We noticed a relatively low level of RNA-Seq mappability to the reported genome (~ 90%), which led us to re-evaluate the current genome. Completeness analysis indicated 72.9% completeness with the most recent version of BUSCO. Furthermore, we observed several scaffolds with inconsistent coverage distribution in our sex-separated data, but not in Hara et al*.* Illumina data [18]. Therefore, we tested if recent assemblers would result in a more contiguous and complete assembly, compared to the Canu assembled current genome. However, we were not able to obtain a more complete genome, with the maximum being a 0.4% increase for the assembly derived with NextDenovo + NextPolish (Table S6). Other statistics had a large increase; N50 from 1.0 M to 1.3 M, longest scaffold length 4.48 M to 9.23 M. For comparison, we evaluated the completeness of other high-quality tardigrades genomes, namely *R. varieornatus* and *H. exemplaris*. Both BUSCO and compleasm resulted in completeness values similar to *P. metropolitanus*, *R. varieornatus* (C:74.6%) and *H. exemplaris* (C:73.3%). These data suggests either tardigrade genomes may lack some BUSCO genes, or the gene detection algorithm of the current BUSCO software may not fit the genome of tardigrades, resulting in lower BUSCO scores. Therefore, we used the current genome for *P. metropolitanus* for later analysis.

### Sex-*bias* in anhydrobiosis-related genes

A major feature of tardigrades is their ability to survive environmental extremes, a phenomenon known as cryptobiosis [76]. Tolerance to near-complete desiccation is known as anhydrobiosis [77]. Several tardigrade-specific gene families, *i.e.* cytosolic-abundant heat soluble (CAHS) and Secretory Abundant Heat Soluble (SAHS), have been implicated in anhydrobiosis protection [22]. A recent study observed tissue-specific expression of anhydrobiosis genes [78]. Both males and females are capable of anhydrobiosis, in which protective genes are expressed in sex-specific organs, such as the testes or ovaries. Therefore, we hypothesized the presence of sex-biased anhydrobiosis genes.

We used our previously reported RNA-Seq data for the hydrated active state and the tun state, desiccated for two days, to identify genes induced during anhydrobiosis. We detected approximately 4,500 differentially expressed transcripts, slightly fewer than in our previous report, possibly due to the different methods used for differential expression analysis. We then compared the expression profiles of anhydrobiosis and between sexes and observed approximately 1,800 transcripts that were differentially expressed under both conditions (Fig. 5A). As hypothesized, we observed that three *CAHS* and one *SAHS* ortholog were sex-biased, possibly indicating tissue specificity (Fig. 5A). 

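Of the 13 CAHS transcripts of Table S7, 3 passed a limma FDR of 0.05, all higher in males, and the same number passed when adjusted over the list alone. PARRI_0016931 had 141 ± 32.4 TPM (SD, n = 4) in males and 6.13 ± 5.47 TPM (SD, n = 3) in females, a log2 difference of 5.07 (standard error 0.73, limma FDR 0.0012). PARRI_0002229 had 72.6 ± 32.6 TPM (SD, n = 4) in males and 4.47 ± 4.00 TPM (SD, n = 3) in females, a log2 difference of 4.33 (standard error 0.67, limma FDR 0.0016). In both, female library 1 was lowest, at 0.913 and 1.08 TPM, and female library 2 highest, at 11.8 and 8.88 TPM. PARRI_0006576 was weakly expressed, with 2.16 ± 0.811 TPM (SD, n = 4) in males and 0.291 ± 0.112 TPM (SD, n = 3) in females (limma FDR 0.0077), and did not pass under quantile normalization (limma FDR 0.45). Without female replicate 1, 5 CAHS transcripts passed, the added ones being PARRI_0002120 (limma FDR 0.016) and PARRI_0002228 (limma FDR 0.0099). Without male replicate 1, PARRI_0004919 passed with higher values in females (limma FDR 0.014). These 3 were named after their values were seen. Of the 10 SAHS transcripts, 1 passed, and it was higher in females. Without female replicate 1, the SAHS transcript PARRI_0001332 passed with higher values in males (limma FDR 0.040), which was also named after its value was seen.

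**Figure D3:**
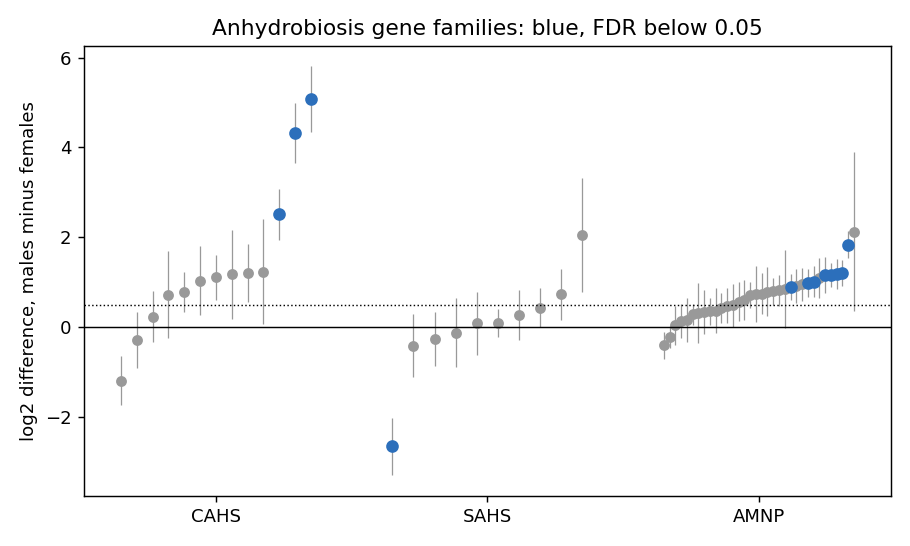
Log2 difference between males and females for the tested CAHS, SAHS and AMNP transcripts of Table S7, with the standard error from limma. Points above 0 are higher in males, blue points pass an FDR of 0.05, and the dotted line marks the median of all tested transcripts, 0.50. The 3 blue CAHS points are the highest of their family, and the blue SAHS point is the lowest of its family.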

Interestingly, all three *CAHS* orthologs induced in males were the only three among the 13 *CAHS* orthologs that were not differentially expressed during anhydrobiosis (Table S7). Phylogenetic analysis indicated that these CAHS orthologs were CAHS1 (PARRI_0016931), putative CAHS5 (PARRI_0006576), and CAHS5 (PARRI_0002229) orthologs, following the proposed naming scheme of Fleming et al*.* [54]. In contrast, the *SAHS* ortholog, detected as differentially expressed, was induced in the females. 

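The SAHS transcript PARRI_0012415 had 584 ± 397 TPM (SD, n = 3) in females and 102 ± 93.7 TPM (SD, n = 4) in males, a log2 difference (females minus males) of 2.65 (standard error 0.64, limma FDR 0.011, and 0.030 adjusted over the list alone). Female libraries 1 to 3 had 283, 1034 and 436 TPM. Male libraries 1 to 3 had 47.3, 61.7 and 57.7 TPM, and male library 4 had 243 TPM, which was below the lowest female library. With each library left out in turn, the log2 difference (males minus females) stayed between -3.19 and -2.13.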

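Of the 36 AMNP transcripts of Table S7, 34 were tested, and 8 passed a limma FDR of 0.05, all higher in males. When adjusted over the list alone, 3 passed, namely PARRI_0017610, PARRI_0016101 and PARRI_0012347. PARRI_0017610 had 20.2 ± 4.75 TPM (SD, n = 4) in males and 5.54 ± 1.01 TPM (SD, n = 3) in females, a log2 difference of 1.83 (standard error 0.31, limma FDR 0.0022). PARRI_0016101 had 61.8 ± 9.16 TPM (SD, n = 4) in males and 27.8 ± 6.67 TPM (SD, n = 3) in females (limma FDR 0.0076). PARRI_0012347 had 128 ± 5.80 TPM (SD, n = 4) in males and 58.3 ± 20.9 TPM (SD, n = 3) in females (limma FDR 0.011). The other transcripts that passed were PARRI_0003560, PARRI_0009335, PARRI_0013908, PARRI_0013909 and PARRI_0014150.t1, whose ratios of group means (males over females) lay between 1.79 and 2.37. Their female means were between 32.3 and 452 TPM. The number that passed depended on single libraries, with 16 without female replicate 1, 3 without male replicate 1, 4 without female replicate 3 and 4 without male replicate 3, and 5 without female replicate 2 or male replicate 2. PARRI_0017610, PARRI_0016101 and PARRI_0012347 passed with every library left out in turn, and each of the others was lost in at least 1 of these fits, with a limma FDR between 0.054 and 0.113 there. In all, 32 of the 34 had a positive log2 difference, with a median of 0.74, which is 0.24 above the median of all tested transcripts, and 21 of the 34 lay above that median. Among transcripts with a mean of at least 5 TPM, a comparison added after the values were seen, the AMNP median was 0.70 above the median of all, and 31 of 33 lay above it. Under quantile normalization it was 0.72 above, and 31 of 34 lay above.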

We also found six orthologs of tardigrade-specific manganese-dependent peroxidase [33] to be highly expressed in males but not in females. Only four genes were found to be induced during anhydrobiosis.

**Fig. 5:**
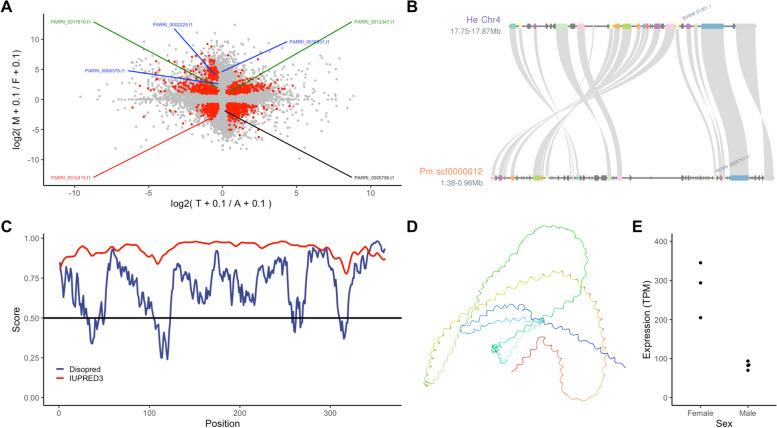
Sexual bias in anhydrobiosis genes and identification of PmDsup ortholog. **A** Comparison of gene expression profiles between the sexes during anhydrobiosis. Log2 (Tun + 0.1) / (Active + 0.1) were plotted for the x-axis and for the y-axis log2 (Male + 0.1) / (Female + 0.1). Red dots indicate transcripts detected as differentially expressed in both comparisons. Sex-biased, but not anhydrobiosis induced, anhydrobiosis related genes have been noted by colored annotations: Blue: *CAHS*, Green: *SAHS*, Red: *AMNP*, and Black: *Dsup*. **B** Synteny analysis to identify orthologous genomic loci in *H. exemplaris* and *P. metropolitanus*. *HeDsup* and *PmDsup* have been annotated in the plot. **C** DISOPRED and IUPRED3 scores (**D**) Protein structure predicted by ColabFold. The N-terminus to the C-terminus shows gradient colors from blue to red. **E** Expression of *PmDsup* in both sexes

Based on the identification of the *H. exemplaris* ortholog of the *Damage suppressor* (*Dsup*, BV898_01301) gene, we also searched for a *P. metropolitanus Dsup* ortholog through gene synteny with *H. exemplaris* [31, 79]. We identified the gene *PARRI_0005796* as a *Dsup* ortholog candidate (Fig. 5B). This protein was annotated as “transcriptional regulatory protein AlgP’’ in NCBI; however, (1) no functional domains were identified by InterProScan, (2) no BLAST hits to known proteins (E-value < 1e-5), (3) highly disordered throughout the whole protein (Fig. 5C), and (4) a predicted nuclear localization signal (DeepLoc2, 0.7715 probability), suggesting that this protein may be a *Dsup* ortholog. The AlphaFold2 structure prediction also implied a lack of globular structure (Fig. 5D). *PmDsup* was significantly upregulated in females (TPM, female: 280, male: 82, FDR = 1.31 × 10^–6^, Fig. 5E), implying the importance of this gene in females.

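PmDsup had 281 ± 70.9 TPM (SD, n = 3) in females and 82.5 ± 9.70 TPM (SD, n = 4) in males. The log2 difference (females minus males) was 1.74 (standard error 0.25, limma FDR 0.0013), and the lowest female library, at 205 TPM, was above the highest male library, at 93.8 TPM. In the authors' deposited table the log2 fold change is 1.91 and the adjusted p is 1.32e-06. With each library left out in turn, the log2 difference (males minus females) from limma stayed between -1.95 and -1.58.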

## Discussion

In this study, we focused on gonochoristic tardigrade *P. metropolitanus* to identify possible factors that affect sexual dimorphism. Cytological studies have not identified definitive sex-linked chromosomes in tardigrades [80, 81], and multiple reports have observed biased sex ratios in tardigrades [23, 82–85]. These observations suggests that sex determination in tardigrades may not depend on the random distribution of sex chromosomes (or the existence of a sex chromosome). Even in the absence of sex chromosomes, as hypothesized in tardigrades, genomic loci affecting sexual dimorphism could exist, which may be detected by comprehensive omics methods.

Therefore, we aimed to characterize the molecular basis of sexual dimorphism in tardigrades by comparing the transcriptome and the genome between the sexes of *P. metropolitanus*. We hypothesized that sex-linked genes may be related to sex determination or dimorphism, and if focused on a small genomic region, may imply a sex-determining region, such as the M factor found in many eukaryotes [86]. Transcriptome analysis of both sexes indicated a large number of sex-biased genes, despite the small morphological sex-linked differences in Macrobiotidae, with the exception of their germline [20]. We observed upregulation of genes related to spermatogenesis in males, which reflects the activation of spermatogenesis, and large amounts of sperm are continuously produced in adult males [23, 83]. In contrast to that in males, DNA replication- and meiosis-related genes were highly expressed in females. Females undergo DNA replication not only to produce oocytes through meiosis [23] but also to shed the cuticular exoskeleton during the last stage of the reproductive process (simplex stage) [23, 87]. Mitotic cells are generally observed in the post-simplex stage [88]. Together, the regulation of DNA replication and meiosis is consistent with the production of mitotic cells and extensive replication of the epidermal layer [88, 89].

We identified a small gene set highly biased toward males, but missing in females, which we hypothesized may be related to sexual dimorphism. Genome loci enrichment analysis of this gene set identified approximately 325 bins spanning 29 scaffolds as male-biased. This region was enriched in sperm and ion transport-related genes, which is consistent with the production of sperm at the adult male life stage. To evaluate sex specificity, we produced low-coverage genome sequencing data to evaluate sex-specific regions and observed that most regions were present in the genomes of both sexes. Genome-wide analysis revealed several male-specific regions; however, PCR evaluation produced contradictory results. We used a laboratory-cultured TYO strain of *P. metropolitanus* for genome and transcriptome sequencing, therefore, we anticipated low levels of heterozygosity within the culture population. However, the results obtained at this stage suggest that the genomic differences we detected as sex-linked can be explained by individual variability. Additionally, during the YGS analysis, we observed a high number of contigs that showed approximately 50% P_VSC_UK, suggesting that there are a large number of contigs that contain sequences specific for both sexes, which we hypothesize that individual variability may have caused this abnormal distribution. Together, the lack of sex-specific regions may indicate that the difference between sexes is due to epigenetic modifications.

One of the key findings of this study is the accumulation of knowledge for sex determination cascade-related genes, particularly the *DMRT* gene family. The DMRT family is a highly conserved transcription factor that plays an important role in sex differentiation in many animals and has been studied extensively in insects [7]. Several studies have identified *DMRT* orthologs to be located on the sex chromosomes and regulate the growth of sex-specific tissues [8, 9]. The evolutionary background of this gene family has been extensively analyzed in other lineages [7]; however, such analysis has been overlooked. In our analysis, we identified a Macrobiotidae-specific Dmrt93B subfamily located in a male-biased region, which we termed the 3090/3093 complex in addition to the *Dmrt99E*, *Dmrt93B*, and *Drmt11E* subfamilies. Orthologs of *DMRT* genes in both gonochoristic and parthenogenetic tardigrades are expressed during several stage of development, thus the genes may be functional. Family-specific orthologs of *Dmrt93B* subfamily have been found in Macrobiotidae and several Echiniscidae. The lack of two copies in other Macrobiotidae species may be the result of misassembly in their genomes; the analyzed genomes are based on Illumina short reads, and the extremely similar 30–180 aa (corresponding to approximately 450 bp) may have resulted in a misassembly. While conservation in Echiniscidae complicates the evolution of this subfamily, the identification of orthologs in various Macrobiotidae species suggests that this is an important *DMRT* subfamily. In fact, the two 3090/3093 complex paralogs were expressed higher in males, similar to *Daphnia Dsx1* [11, 12], suggesting that these subfamily orthologs may inhibit feminization or progress musculation. Furthermore, we did not find any orthologs of the *dsx* subfamily in any of the tardigrade genomes analyzed, and we did not identify splicing variants in any of the *P. metropolitanus DMRT* orthologs, suggesting a sex differentiation cascade different from those that rely on sex-specific *dsx* splicing variants like those observed in insects. In addition, we observed sex-biased expression in *tra2* splicing variants which may be functional in the *P. metropolitanus* sex determination cascade; however, several factors in this cascade may be lost in this lineage. The *Bombyx mori sxl* gene induces dimorphism of the sperm, not sex determination [90]; therefore, it is possible that the lack of *sxl* may imply a different regulatory pathway than is known.

Tardigrades are renowned for their ability to tolerate extreme stress [22], and *P. metropolitanus* also shows a high tolerance to desiccation stress [18]. Interestingly, we observed sex-biased expression of several anhydrobiosis genes, hypothesized to play protective roles during anhydrobiosis [30–33, 91]. For instance, CAHS genes are tardigrade-specific proteins that form gel filaments that possibly protect cells [92–94]. Recent studies have observed tissue/organelle specificity for these proteins, which further implies the existence of orthologs with sex-specific expression [78]. Therefore, we hypothesized that orthologs of such genes may exhibit sex-specific expression to protect sex-specific organs. Indeed, we identified *CAHS*, *SAHS*, and *AMNP* orthologs with sex-specific expression. Two of the three male-induced *CAHS* orthologs were highly expressed, but were not induced differentially between active and anhydrobiotic conditions. This may imply that these CAHS orthologs participate in the protection of male-specific tissues or sperm. Furthermore, we identified a *P. metropolitanus Dsup* ortholog that is highly expressed in females. Coupled with the observation of the enrichment of meiosis-related genes from transcriptome analysis, we suggest that *Dsup* may actively function to accommodate the production of oocytes/oogenesis rather than spermatozoa/spermatogenesis. In contrast, AMNP, a tardigrade-specific peroxidase, was highly expressed in males, suggesting enhanced protection against oxidative stress. Similar observations have been made in the sperm of many animals [95, 96]. Together, the sex-biased expression of anhydrobiosis genes may provide protection for sex-specific tissues.

## Conclusions

In this study, we identified male-biased regions that may harbor potential candidates that regulate sexual dimorphism in the gonochoristic tardigrade *P. metropolitanus*. Simultaneously, these data denied the sex-chromosome-based sex determination scheme. We also provide evidence for a new *DMRT* subfamily that may contribute to sex differentiation in this family. The 3090/3093 complex DMRT paralogs may be initial candidates for disruption or gene editing for evaluation their relationships with sex determination [78, 97–99]. Future studies utilizing high-quality genomes and careful physiological experiments are required to reveal sex determination cues not only in this species but also in other tardigrades.

### Supplementary Information

Additional file 1: Figure S1. Gene ontology enrichment analysis of differentially expressed genes between females and males. Gene ontology terms enriched in genes higher expressed in [A] females and [B] males.

Additional file 2: Figure S2. *Tra2* genes of *P. metropolitanus*. Gene structure and RNA-seq-based evidence of intronic regions. From the upper row, (1) the gene structures predicted by Hara *et al.*, (2–4) RNA-Seq read mapping of male samples, (5–8) RNA-Seq read mapping of female samples, and (9) EvidenceModeler and PASA expanded gene structure. These structures were visualized using Jbrowse2 instance. The blue and red arrows indicate the male- and female-biased *tra2* splicing variants.

Additional file 3: Figure S3. Expression of *DMRT* orthologs in *H. exemplaris* and* R. varieornatus*. Error bars indicate the standard deviation. On the X-axis, E and B time points indicate #day after oviposition (embryo) and #days after hatching (baby), and adults (active and tun).

Additional file 4: Figure S4. Structures of *DMRT* orthologs. [AB] Multiple alignment of the *P. metropolitanus* 3090/3093 complex orthologs [A] Amino acid sequences aligned by ClustalO and visualized by Seaview [B] Nucleotide sequences for the whole gene sequence (exon+intron) aligned by LAST through the MAFFT web site (https://mafft.cbrc.jp/alignment/server/index.html). The red line indicates the matching regions between the two sequences. [CDE] AlphaFold2 predicted the 3D structure of [C] full-length [D] DM domain, and [E] the CUE-DMA domain. The arrowheads in cyan and magenta indicate the DM and CUE-DMA domains, respectively. *Dm *indicates *D. melanogaster*.

Additional file 5: Table S1. *Dmrt* gene accession IDs and sequences used in the phylogenetic analysis.

Additional file 6: Table S2. Primer sequences for genotyping.

Additional file 7: Table S3. Summary of NGS data.

Additional file 8: Table S4. GO enrichment analysis for genes within female-biased bins.

Additional file 9: Table S5. GO enrichment analysis for genes within male-biased bins.

Additional file 10: Table S6. Statistics of genome reassemblies.

Additional file 11: Table S7. Expression profiles for anhydrobiosis related genes.

## Data Availability

The raw reads for genome DNA-Seq were submitted to NCBI SRA under Bioproject PRJNA1063779. The raw reads and processed expression profiles were uploaded to NCBI GEO under the accession ID GSE253242. Other datasets analyzed in this study have been uploaded to figshare (10.6084/m9.figshare.25097525).

## References

[1] Hamilton WD, Axelrod R, Tanese R (1990). Sexual reproduction as an adaptation to resist parasites (a review). Proc Natl Acad Sci U S A.

[2] Crow JF (1994). Advantages of sexual reproduction. Dev Genet.

[3] Hopkins BR, Kopp A (2021). Evolution of sexual development and sexual dimorphism in insects. Curr Opin Genet Dev.

[4] Marin I, Baker BS (1998). The evolutionary dynamics of sex determination. Science.

[5] Zarkower D (2001). Establishing sexual dimorphism: conservation amidst diversity?. Nat Rev Genet.

[6] Haag ES, Doty AV (2005). Sex determination across evolution: connecting the dots. PLoS Biol.

[7] Matson CK, Zarkower D (2012). Sex and the singular DM domain: insights into sexual regulation, evolution and plasticity. Nat Rev Genet.

[8] Yoshimoto S, Okada E, Umemoto H, Tamura K, Uno Y, Nishida-Umehara C (2008). A W-linked DM-domain gene, DM-W, participates in primary ovary development in *Xenopus laevis*. Proc Natl Acad Sci U S A.

[9] Matsuda M, Nagahama Y, Shinomiya A, Sato T, Matsuda C, Kobayashi T (2002). DMY is a Y-specific DM-domain gene required for male development in the medaka fish. Nature.

[10] Kleiven OT, Larsson P, Hobæk A (1992). Sexual reproduction in *Daphnia magna* requires three stimuli. Oikos.

[11] Kato Y, Kobayashi K, Watanabe H, Iguchi T (2011). Environmental sex determination in the branchiopod crustacean *Daphnia magna*: deep conservation of a Doublesex gene in the sex-determining pathway. PLoS Genet.

[12] Kato Y, Perez CAG, Mohamad Ishak NS, Nong QD, Sudo Y, Matsuura T (2018). A 5' UTR-overlapping lncRNA activates the male-determining gene Doublesex1 in the crustacean *Daphnia magna*. Curr Biol..

[13] Actual checklist of Tardigrada species. 2023. Available from: https://iris.unimore.it/retrieve/bf8e14a4-625f-4cdd-8100-347e5cbc5f63/Actual%20checklist%20of%20Tardigrada%2042th%20Edition%2009-01-23.pdf. Cited 24 Jan 2024.

[14] Rahm PG (1937). A new order of tardigrades from the hot springs of Japan (Furu-Yusection, Unzen). Zool Sci.

[15] Grothman GT, Johansson C, Chilton G, Kagoshima H, Tsujimoto M, Suzuki AC (2017). Gilbert Rahm and the status of Mesotardigrada Rahm, 1937. Zoolog Sci.

[16] Murai Y, Yagi-Utsumi M, Fujiwara M, Tanaka S, Tomita M, Kato K (2021). Multiomics study of a heterotardigrade, *Echinisicus testudo*, suggests the possibility of convergent evolution of abundant heat-soluble proteins in Tardigrada. BMC Genomics.

[17] Arakawa K (2022). Examples of extreme survival: Tardigrade genomics and molecular anhydrobiology. Annu Rev Anim Biosci.

[18] Hara Y, Shibahara R, Kondo K, Abe W, Kunieda T (2021). Parallel evolution of trehalose production machinery in anhydrobiotic animals via recurrent gene loss and horizontal transfer. Open Biol.

[19] Altiero T, Suzuki AC, Rebecchi L. Reproduction, development and life cycles. Water Bears: The Biology of Tardigrades. Zoological Monographs. vol. 2. Barsel (Switzerland). Springer Nature. 2018. p. 211–47.

[20] Nelson DR, Guidetti R, Rebecchi L. Phylum Tardigrada. Ecology and General Biology, Vol I: Thorp and Covich's Freshwater Invertebrates, 4th Edition. 2015:347–80.

[21] Sugiura K, Matsumoto M (2021). Sexual reproductive behaviours of tardigrades: a review. Invertebr Reprod Dev.

[22] Yoshida Y, Tanaka S. Deciphering the biological enigma-genomic evolution underlying anhydrobiosis in the Phylum Tardigrada and the chironomid *Polypedilum vanderplanki*. Insects. 2022;13(6):577.10.3390/insects13060557PMC922492035735894

[23] Sugiura K, Minato H, Suzuki AC, Arakawa K, Kunieda T, Matsumoto M (2019). Comparison of sexual reproductive behaviors in two species of Macrobiotidae (Tardigrada: Eutardigrada). Zoolog Sci.

[24] Sugiura K, Matsumoto M, Kunieda T (2022). Description of a model tardigrade Paramacrobiotus metropolitanus sp. nov. (Eutardigrada) from Japan with a summary of its life history, reproduction and genomics. Zootaxa..

[25] Sugiura K, Shiba K, Inaba K, Matsumoto M (2022). Morphological differences in tardigrade spermatozoa induce variation in gamete motility. BMC Zool.

[26] Arakawa K, Yoshida Y, Tomita M (2016). Genome sequencing of a single tardigrade *Hypsibius dujardini* individual. Sci Data.

[27] Wang J, Chitsaz F, Derbyshire MK, Gonzales NR, Gwadz M, Lu S (2023). The conserved domain database in 2023. Nucleic Acids Res.

[28] Thumuluri V, Almagro Armenteros JJ, Johansen AR, Nielsen H, Winther O (2022). DeepLoc 2.0: multi-label subcellular localization prediction using protein language models. Nucleic Acids Res..

[29] Jones P, Binns D, Chang HY, Fraser M, Li W, McAnulla C (2014). InterProScan 5: genome-scale protein function classification. Bioinformatics.

[30] Yamaguchi A, Tanaka S, Yamaguchi S, Kuwahara H, Takamura C, Imajoh-Ohmi S (2012). Two novel heat-soluble protein families abundantly expressed in an anhydrobiotic tardigrade. PLoS ONE.

[31] Hashimoto T, Horikawa DD, Saito Y, Kuwahara H, Kozuka-Hata H, Shin IT (2016). Extremotolerant tardigrade genome and improved radiotolerance of human cultured cells by tardigrade-unique protein. Nat Commun.

[32] Yoshida Y, Koutsovoulos G, Laetsch DR, Stevens L, Kumar S, Horikawa DD (2017). Comparative genomics of the tardigrades *Hypsibius dujardini* and *Ramazzottius varieornatus*. PLoS Biol.

[33] Yoshida Y, Satoh T, Ota C, Tanaka S, Horikawa DD, Tomita M (2022). Time-series transcriptomic screening of factors contributing to the cross-tolerance to UV radiation and anhydrobiosis in tardigrades. BMC Genomics.

[34] Pertea G, Pertea M. GFF Utilities: GffRead and GffCompare. F1000Res. 2020;9:304.10.12688/f1000research.23297.1PMC722203332489650

[35] Mirdita M, Schutze K, Moriwaki Y, Heo L, Ovchinnikov S, Steinegger M (2022). ColabFold: making protein folding accessible to all. Nat Methods.

[36] Meng EC, Goddard TD, Pettersen EF, Couch GS, Pearson ZJ, Morris JH (2023). UCSF ChimeraX: Tools for structure building and analysis. Protein Sci.

[37] Hoencamp C, Dudchenko O, Elbatsh AMO, Brahmachari S, Raaijmakers JA, van Schaik T (2021). 3D genomics across the tree of life reveals condensin II as a determinant of architecture type. Science.

[38] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics.

[39] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[40] Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol.

[41] Falcon S, Gentleman R (2007). Using GOstats to test gene lists for GO term association. Bioinformatics.

[42] Morgan M, Falcon S, Gentleman R. GSEABase: Gene set enrichment data structures and methods 2023. Available from: https://bioconductor.org/packages/GSEABase.

[43] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[44] Pertea M, Pertea GM, Antonescu CM, Chang TC, Mendell JT, Salzberg SL (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat Biotechnol.

[45] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat Methods.

[46] Haas BJ, Delcher AL, Mount SM, Wortman JR, Smith RK, Hannick LI (2003). Improving the *Arabidopsis* genome annotation using maximal transcript alignment assemblies. Nucleic Acids Res.

[47] Haas BJ, Salzberg SL, Zhu W, Pertea M, Allen JE, Orvis J (2008). Automated eukaryotic gene structure annotation using EVidenceModeler and the program to assemble spliced alignments. Genome Biol.

[48] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[49] Altschul SF, Madden TL, Schaffer AA, Zhang J, Zhang Z, Miller W (1997). Gapped BLAST and PSI-BLAST: a new generation of protein database search programs. Nucleic Acids Res.

[50] Toyota K, Kato Y, Sato M, Sugiura N, Miyagawa S, Miyakawa H (2013). Molecular cloning of doublesex genes of four cladocera (water flea) species. BMC Genomics.

[51] Katoh K, Standley DM (2013). MAFFT multiple sequence alignment software version 7: improvements in performance and usability. Mol Biol Evol.

[52] Minh BQ, Schmidt HA, Chernomor O, Schrempf D, Woodhams MD, von Haeseler A (2020). IQ-TREE 2: New models and efficient methods for phylogenetic inference in the genomic era. Mol Biol Evol.

[53] Yoshida Y, Sugiura K, Tomita M, Matsumoto M, Arakawa K (2019). Comparison of the transcriptomes of two tardigrades with different hatching coordination. BMC Dev Biol.

[54] Fleming JF, Pisani D, Arakawa K. The evolution of temperature and desiccation-related protein families in Tardigrada reveals a complex acquisition of extremotolerance. Genome Biol Evol. 2024;16(1): evad217.10.1093/gbe/evad217PMC1079932638019582

[55] Koren S, Walenz BP, Berlin K, Miller JR, Bergman NH, Phillippy AM (2017). Canu: scalable and accurate long-read assembly via adaptive k-mer weighting and repeat separation. Genome Res.

[56] Hu J, Wang Z, Sun Z, Hu B, Ayoola AO, Liang F, et al. An efficient error correction and accurate assembly tool for noisy long reads. bioRxiv. 2023;2023.03.09.531669.10.1186/s13059-024-03252-4PMC1104693038671502

[57] Shafin K, Pesout T, Lorig-Roach R, Haukness M, Olsen HE, Bosworth C (2020). Nanopore sequencing and the Shasta toolkit enable efficient de novo assembly of eleven human genomes. Nat Biotechnol.

[58] Kolmogorov M, Yuan J, Lin Y, Pevzner PA (2019). Assembly of long, error-prone reads using repeat graphs. Nat Biotechnol.

[59] Ruan J, Li H (2020). Fast and accurate long-read assembly with wtdbg2. Nat Methods.

[60] Wong J, Coombe L, Nikolic V, Zhang E, Nip KM, Sidhu P (2023). Linear time complexity de novo long read genome assembly with GoldRush. Nat Commun.

[61] Bankevich A, Nurk S, Antipov D, Gurevich AA, Dvorkin M, Kulikov AS (2012). SPAdes: a new genome assembly algorithm and its applications to single-cell sequencing. J Comput Biol.

[62] Nie F, Huang N, Zhang J, Ni P, Wang Z, Xiao C, et al. de novo diploid genome assembly using long noisy reads via haplotype-aware error correction and inconsistent overlap identification. bioRxiv. 2023;2022.09.25.509436;.

[63] Vaser R, Sikic M (2021). Time- and memory-efficient genome assembly with Raven. Nat Comput Sci.

[64] Hu J, Fan J, Sun Z, Liu S (2020). NextPolish: a fast and efficient genome polishing tool for long-read assembly. Bioinformatics.

[65] Huang N, Li H. compleasm: a faster and more accurate reimplementation of BUSCO. Bioinformatics. 2023;39(10): btad595.10.1093/bioinformatics/btad595PMC1055803537758247

[66] Simao FA, Waterhouse RM, Ioannidis P, Kriventseva EV, Zdobnov EM (2015). BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. Bioinformatics.

[67] Vasimuddin M, Misra S, Li H, Aluru S. Efficient architecture-aware acceleration of BWA-MEM for multicore systems. 2019 IEEE International Parallel and Distributed Processing Symposium (IPDPS)2019. p. 314–24.

[68] Carvalho AB, Clark AG (2013). Efficient identification of Y chromosome sequences in the human and *Drosophila* genomes. Genome Res.

[69] Marcais G, Kingsford C (2011). A fast, lock-free approach for efficient parallel counting of occurrences of k-mers. Bioinformatics.

[70] Tang H, Bowers JE, Wang X, Ming R, Alam M, Paterson AH (2008). Synteny and collinearity in plant genomes. Science.

[71] Jones DT, Cozzetto D (2015). DISOPRED3: precise disordered region predictions with annotated protein-binding activity. Bioinformatics.

[72] Erdos G, Pajkos M, Dosztanyi Z (2021). IUPred3: prediction of protein disorder enhanced with unambiguous experimental annotation and visualization of evolutionary conservation. Nucleic Acids Res.

[73] Ahringer J. Reverse genetics. WormBook. The *C. elegans* Research Community. 2006.

[74] Untergasser A, Cutcutache I, Koressaar T, Ye J, Faircloth BC, Remm M (2012). Primer3–new capabilities and interfaces. Nucleic Acids Res.

[75] Ammermann D (1967). The cytology of parthenogenesis in the tardigrade *Hypsibius dujardini*. Chromosoma.

[76] Keilin D (1959). The problem of anabiosis or latent life: history and current concept. Proc R Soc Ser B-Bio.

[77] Bertolani R, Guidetti R, Jönsson KI, Altiero T, Boschini D, Rebecchi L (2004). Experiences with dormancy in tardigrades. J Limnol.

[78] Tanaka S, Aoki K, Arakawa K (2023). In vivo expression vector derived from anhydrobiotic tardigrade genome enables live imaging in Eutardigrada. Proc Natl Acad Sci U S A.

[79] Chavez C, Cruz-Becerra G, Fei J, Kassavetis GA, Kadonaga JT. The tardigrade damage suppressor protein binds to nucleosomes and protects DNA from hydroxyl radicals. Elife. 2019;8:e47682.10.7554/eLife.47682PMC677343831571581

[80] Rebecchi L, Altiero T, Bertolani R (2002). Banding techniques on tardigrade chromosomes: the karyotype of *Macrobiotus richtersi* (Eutardigrada, Macrobiotidae). Chromosome Res.

[81] Altiero T, Rebecchi L (2003). First evidence of achiasmatic male meiosis in the water bears *Richtersius coronifer* and *Macrobiotus richtersi* (Eutardigrada, Macrobiotidae). Hereditas.

[82] Bertolani R, Rebecchi L, Beccaccioli G (1990). Dispersal of *Ramazzottius* and other tardigrades in relation to type of reproduction. Invertebr Reprod Dev.

[83] Rebecchi L, Bertolani R (1994). Maturative pattern of ovary and testis in eutardigrades of freshwater and terrestrial habitats. Invertebr Reprod Dev.

[84] Rebecchi L, Rossi V, Altiero T, Bertolani R, Menozzi P (2003). Reproductive modes and genetic polymorphism in the tardigrade *Richtersius coronifer* (Eutardigrada, Macrobiotidae). Invertebr Biol.

[85] Suzuki AC (2008). Appearance of males in a thelytokous strain of Milnesium cf. tardigradum (Tardigrada). Zoolog Sci..

[86] Davey J (1992). Mating pheromones of the fission yeast *Schizosaccharomyces pombe*: purification and structural characterization of M-factor and isolation and analysis of two genes encoding the pheromone. EMBO J.

[87] Guidetti R. Evolution of egg deposition strategies, exaptations of exuvia, and thanatochresis in tardigrades. Organisms Diversity & Evolution. 2024.

[88] Czernekova M, Jönsson KI (2016). Mitosis in storage cells of the eutardigrade. Zool J Linn Soc.

[89] Gross V, Bahrle R, Mayer G (2018). Detection of cell proliferation in adults of the water bear *Hypsibius dujardini* (Tardigrada) via incorporation of a thymidine analog. Tissue Cell.

[90] Sakai H, Oshima H, Yuri K, Gotoh H, Daimon T, Yaginuma T (2019). Dimorphic sperm formation by Sex-lethal. Proc Natl Acad Sci U S A.

[91] Tanaka S, Tanaka J, Miwa Y, Horikawa DD, Katayama T, Arakawa K (2015). Novel mitochondria-targeted heat-soluble proteins identified in the anhydrobiotic tardigrade improve osmotic tolerance of human cells. PLoS ONE.

[92] Tanaka A, Nakano T, Watanabe K, Masuda K, Honda G, Kamata S, et al. Stress-dependent cell stiffening by tardigrade tolerance proteins through reversible formation of cytoskeleton-like filamentous network and gel-transition. bioRxiv. 2022.10.1371/journal.pbio.3001780PMC959207736067153

[93] Yagi-Utsumi M, Aoki K, Watanabe H, Song C, Nishimura S, Satoh T (2021). Desiccation-induced fibrous condensation of CAHS protein from an anhydrobiotic tardigrade. Sci Rep.

[94] Malki A, Teulon JM, Camacho-Zarco AR, Chen SW, Adamski W, Maurin D (2022). Intrinsically disordered tardigrade proteins self-assemble into fibrous gels in response to environmental stress. Angew Chem Int Ed Engl.

[95] O'Flaherty C, Scarlata E (2022). Oxidative stress and reproductive function: The protection of mammalian spermatozoa against oxidative stress. Reproduction.

[96] Tsai Y, Lin YC, Lee YH (2023). Octopamine-MAPK-SKN-1 signaling suppresses mating-induced oxidative stress in *Caenorhabditis elegans* gonads to protect fertility. iScience..

[97] Tenlen JR, McCaskill S, Goldstein B (2013). RNA interference can be used to disrupt gene function in tardigrades. Dev Genes Evol.

[98] Kumagai H, Kondo K, Kunieda T (2022). Application of CRISPR/Cas9 system and the preferred no-indel end-joining repair in tardigrades. Biochem Biophys Res Commun.

[99] Kondo K, Tanaka A, Kunieda T. Single-step generation of homozygous knock-out/knock-in individuals in an extremotolerant parthenogenetic tardigrade using DIPA-CRISPR. bioRxiv. 2024;10.1101/2024.01.10.575120.10.1371/journal.pgen.1011298PMC1117543738870088

How the deposited data were processed for this re-analysis (not part of the article)

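RNA-Seq libraries of P. metropolitanus were made from 3 tubes of females and 4 tubes of males, each of 250 specimens, and the sex and number of each library were taken from the sample labels, which match the library names of Table S3. The authors mapped the reads to the coding sequences with RSEM and deposited TPM values scaled between libraries by TMM, a signal per transcript and library without the underlying counts. The authors also deposited a table of their DESeq2 comparison of the sexes, with mean signal per sex, a log2 fold change with its standard error, a Wald score and p-values. In the authors' deposited table the p-value is missing for 98 transcripts, which were treated as not tested, and the adjusted p is written as 1 for 2847 transcripts that have a p-value. All 60 transcripts of Table S7 have the same values there as in the matrix, within 0.1% (of 1 TPM for values below 1).

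TPM keeps no sequencing depth, so the read pairs of Table S3 were used to describe depth. No counting interval was computed from TPM values alone. The counting errors given for PARRI_0012415 and for a value of 1 TPM were estimated with normalized counts of the authors' deposited table. A value of 0 is reported as listed at 0. The precision of each value is given as the SD over the libraries of a sex.

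The sexes were compared with limma 3.58.1 in R 4.3.3 on log2(TPM + 0.1), with sex as the only term, a trended prior variance, two-sided tests and Benjamini-Hochberg FDR below 0.05. Transcripts needed a value of at least 1 in at least 3 of the 7 libraries. Fold thresholds used the ratio of group means, each + 0.1. Other calculations used Python 3.11.15, pandas 2.3.3, SciPy 1.17.1, NumPy 2.4.6, statsmodels 0.14.6 and matplotlib 3.10.9. The comparison was tested on simulated data for 18420 transcripts with the spread of the real libraries. Of 200 transcripts changed by 2 or 3 on the log2 scale in either direction, 74 were called, or 37.0%, all 74 in the planted direction, with 4 false calls. The share recovered holds for a comparison with 200 changed transcripts and was not measured for one with as many as the 9072 calls of the real comparison. The window test found all 12 planted clusters among 17637 loci and 0 windows after shuffling. The planted clusters were unbroken runs of hits on a sparser background than that of the male-biased loci. Recovery of weaker clusters was therefore not measured.

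Transcripts marked as named after their values were seen were chosen outside the rule that follows. The others named in the text are, first, those the paper names for these libraries. To these come the CAHS, SAHS and AMNP transcripts of Table S7 that pass an FDR of 0.05. Last come the 3 transcripts in each direction with the largest ratio of group means. These were taken among those with an FDR below 0.05, a mean of at least 10 in the higher sex and no overlap between the sexes. This rule and most alternatives were set before the data were examined, although the values of Table S7 had been read by then. The alternatives were another pseudocount, other filters and scalings, array weights, a robust and an untrended prior, replicate number as a block, and leaving out each library in turn. Thresholds of 25-fold and ratios without a pseudocount were added after seeing the data.

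Transcript identifiers were used as the files give them. None of the 24899 gene identifiers of the matrix was found in the RefSeq gene table of the reference assembly, so no coordinates are given, and the genomic bins, Gene Ontology terms and synteny were not analysed here. Genomic DNA sequencing and the active and tun libraries were not analysed here.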

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

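The tests of female RNA and of low depth in male library 4 were chosen after the result was seen. The 4 male libraries of each of 26 named transcripts were examined for a single library far from the others, and the rule picks out 5.11% of simulated groups of 4 normal values by chance. The SAHS transcript PARRI_0012415 was highest in male library 4, at 243 TPM against 47.3 to 61.7 TPM in male libraries 1 to 3, and the gap to the nearest library was 0.926 of the whole range. RNA or reads of females in male library 4 would need 32.0% of the female mean to explain the excess, whereas 50 female-biased transcripts stood there at a median of 1.89% of the female mean, which argues against that source. Male library 4 has the fewest read pairs, 10674107. From the normalized counts of the authors' deposited table, scaled by read pairs, the transcript was estimated to hold 452 counts there, and the counting SD was 4.70% of its value. The excess over the mean of the other male libraries was 77.1% of the value, which argues against low depth. A difference in state between the tubes of males stays open, as no such condition is given for them.

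PARRI_0020057.t1 was 0.293 TPM in male library 1 and listed at 0 in the other male libraries, so that the gap was 1 of the whole range. The value is below the 1 TPM of the filter on low values, and no explanation was tested.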

How the results depend on the processing

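The threshold of 25-fold, the ratio without a pseudocount and the test over splits of the libraries were chosen after the result was seen. Most results kept their direction and their side of the threshold. Over the planned settings other than leaving out a library, 258 of the values for single named transcripts kept both, 13 no longer passed the threshold, 1 newly passed and 2 changed sign. With each library left out in turn, 165 kept both, 30 no longer passed and 1 changed sign. The value that changed sign was that of PARRI_0001169, a transcript that passes no threshold, whose log2 difference (males minus females) of 0.56 became -0.083 under quantile normalization and -0.44 with array weights, and ranged from -0.12 to 1.15 with each library left out. The causes were not tested.

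A pseudocount of 1 lowered the transcripts over 10-fold to 386 in females and 643 in males and those over 25-fold to 96 and 104, and raised the shares above 10 TPM in the other sex to 5.44% for male-biased and 18.1% for female-biased transcripts. A larger pseudocount shrinks ratios of weakly expressed transcripts by construction. A filter at a mean of 5 tests fewer transcripts, 13274, and gave 4155 calls higher in females and 3005 higher in males, so that more were higher in females, with a median log2 difference of 0.03. It gave 499 transcripts over 10-fold in females and 915 in males. Only 2 of the 5 DMRT transcripts were tested under this filter, and 1 passed, higher in males. PmDmrt3093 and PmDmrt93B fell below the filter and so were not tested. Quantile normalization, which gives every library the same distribution by construction, brought the median log2 difference of all tested transcripts from 0.50 to 0.01. It gave 810 and 786 transcripts over 10-fold in females and males, and 303 and 184 over 25-fold. It also gave 2 DMRT transcripts higher in males and 1 higher in females (PARRI_0009851). The median difference was 0.39 after median-ratio scaling.

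Array weights gave 7255 calls higher in males, 5 CAHS transcripts higher in males and 1 in females, 1 SAHS transcript higher in males and 2 in females, and 23 AMNP transcripts higher in males. The estimation of these weights did not converge, so these values are given only for completeness.

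With each library left out in turn, the calls higher in males ranged from 3102 (without male replicate 1) to 5571, the transcripts over 25-fold in males from 405 to 946 (without female replicate 2), and the share of male-biased transcripts above 10 TPM in females from 2.19% to 3.61% (without female replicate 1). The CAHS transcripts that passed ranged from 3 to 5 in males and from 0 to 1 in females, the SAHS transcripts higher in males from 0 to 1, and the AMNP transcripts higher in males from 3 to 16. Leaving out female library 1 raised the calls to 10667, and leaving out female library 3 lowered them to 6438. Windows of 15 locus numbers gave 119 windows of locus numbers enriched in male-biased transcripts instead of 71, and windows of 60 gave 54. For female-biased transcripts, windows of 60 gave 1 enriched window instead of 0. The windows differ in size, so these counts are not on one scale. When female transcripts were chosen with the other males at up to 5%, their median level in male libraries 1 to 4 was 1.53%, 2.93%, 3.53% and 3.65% of the female mean.

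No pairing by replicate number was seen. Same-numbered female and male libraries deviated from their sex means with correlations of -0.01, 0.03 and 0.25 across transcripts. Other pairs of a female and a male library had -0.26 to 0.26. These values cannot exclude that same-numbered libraries were processed together. With the replicate block there were 7586 calls, and 6 AMNP transcripts higher in males.

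Of the 35 splits of the 7 libraries into 3 and 4, only 1, the split by sex, gave as many calls. A share of 1 in 35 is the lowest this test can give. It argues against chance but cannot exclude it. A value of 1 TPM stood for a median of 9.66 normalized counts per library (interquartile range 4.64 to 16.7) over 13240 transcripts, from the mean counts of the authors' deposited table and the mean TPM of the matrix. Counting error alone is then 32.2% of a value of 1 TPM for the median transcript, so differences among weaker transcripts rest on few reads.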

Differences from the paper's values

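Before any of the alternatives was applied, no value that could be set beside the paper's differed by the rule used here. The rule asks for more than 1.5 times and more than the spread between libraries. Some alternatives gave values that differed, and others did not. Transcripts over 10-fold in males fell to 643 (pseudocount of 1), 915 (mean of at least 5) and 786 (quantile normalization), against 1724. AMNP transcripts higher in males were 16 without female replicate 1 and 3 without male replicate 1, against 6. The paper's number of differentially expressed transcripts is 9015, against 9014 in the authors' deposited table and 9072 from limma. The paper's numbers of transcripts over 10-fold, 674 in females and 1724 in males, were met exactly when the calls of the authors' deposited table were combined with a ratio of group means without a pseudocount, a setting chosen after the values were seen. The shares above 10 TPM in the other sex were 2.09% and 11.4% under that setting. Only the counts could be compared, as the paper's text does not list these transcripts. The ratio without a pseudocount on the limma calls gave 621 and 1634.

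The paper counts 6 manganese-dependent peroxidases (AMNP) with high expression in males and not in females, and 8 passed here. The female means of these 8 lay between 5.54 and 452 TPM and their male means between 20.2 and 957 TPM. The authors' deposited table also has 6 AMNP transcripts higher in males, and all 6 are among the 8. The fit without a trended prior and the fit without male replicate 4 gave 6 as well. The shares of variance in Fig. 1A, read by eye, are about 49% for PC1 and about 17% for PC2, against 64.7% and 14.6% here, and the paper's text does not name the transform of its PCA. The legend of Fig. 5A gives green to SAHS and red to AMNP, but in Table S7 the green labels belong to AMNP transcripts (PARRI_0017610 and PARRI_0012347) and the red label to a SAHS transcript (PARRI_0012415).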

Other observations

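The tests of male RNA and of low depth in the female libraries, of sampling noise, of PC2 against read pairs and of the scaling of AMNP were chosen after the result was seen.

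Over 10-fold male-biased transcripts shared neighbouring locus numbers. Locus numbers stand in for position here, since no coordinates were used, and whether they follow the order along the scaffolds was not tested. In windows of 30 locus numbers in steps of 15, 71 of 1660 windows were enriched for transcripts over 10-fold higher in males (one-sided Fisher's exact test, Q below 0.01), and they held 611 of 1454 such loci, or 42.0%, in 6.04% of the tested loci. The lowest Q was shared by the windows from 8566 to 8595 and from 12301 to 12330, each with 26 such loci of 30 tested. For female-biased transcripts 0 windows were enriched by the same test, and 64 had an unadjusted p below 0.05. Shuffling the male-biased loci gave as many windows in 0 of 100 shuffles, which argues against chance placement. The window from 3076 to 3105, which holds the DMRT orthologs PARRI_0003090 and PARRI_0003093, had 11 such loci of 25 tested (Q 5.53e-05). Reads shared between near-identical neighbouring copies cannot be excluded for the 71 windows, since the coding sequences were not used here and no test was made.

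Many transcripts abundant in males stood at a similar share in female libraries 2 and 3. Of the 253 transcripts chosen by male levels and female library 1, 70.0% in female library 2 and 72.7% in female library 3 lay within 2-fold of the median share, and 29 and 26 were listed at 0. The median share in female library 2 was 6.85% in the 64 transcripts with the highest male mean and 6.72% in the others, but depth moves the scatter and not the median of such shares, so low depth of the female libraries was not tested by these values. Of 150 of these transcripts with at least 50 TPM in all 4 male libraries, 5 (3.33%) stayed below 25% of the median share of their lowest male value in both female libraries. These were PARRI_0022780, PARRI_0019512, PARRI_0022781, PARRI_0022962 and PARRI_0018969, named after their values were seen. PARRI_0022780 had at least 167 TPM in every male library, and 0.933 and 0.043 TPM in female libraries 2 and 3. RNA or reads of whole males would bring every one of the 150. The 3.33% is below the limit of 10% first set for this test, so each male library was then held out and scored by the same rule, and 0 of 149 to 175 transcripts stayed low in any of them. The held-out libraries were scored at the level of males, and female libraries 2 and 3 at median shares of 6.76% and 4.18%. At such low levels few reads decide whether a transcript stays low, so these scores cannot be compared. The tests therefore do not decide whether RNA of whole males is the whole of the pattern. RNA of part of the male body, males in a state unlike these tubes and low expression in females stay open too, as none of them was tested. Female transcripts in male libraries 1 to 4 had medians of 0.542%, 1.35%, 2.36% and 1.89% of the female mean when the other male libraries were held to 2% of it, and 1.53%, 2.93%, 3.53% and 3.65% when held to 5%. These levels depend on that choice and so were not compared with those of male transcripts in female libraries. With the limit of 2%, 58.6%, 63.6%, 76.1% and 68.0% of the female transcripts in male libraries 1 to 4 lay within 2-fold of the median. A similar share across transcripts was thus not peculiar to female libraries 2 and 3. The spread of the log2 share over transcripts was 2.42 in female library 2 and 2.06 in female library 3, against 0.358 to 1.88 for one male library against the others.

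Female libraries 1 and 3 stood apart on PC2, with the fewest and the most read pairs of their sex. Sampling noise from fewer reads is argued against, since the median absolute log2 difference between them was 0.920 in 1609 transcripts with a mean of at least 100 TPM, hardly below the 0.964 of transcripts with a mean of at least 10 TPM, whereas sampling noise shrinks with abundance. Other pairs of one sex had 0.286 to 0.627 at a mean of at least 100 TPM. Transcript length bias is argued against, since the difference correlated with a length index (mean count over mean TPM, from the authors' deposited table and the matrix) at a Spearman's rho of 0.0341 across 13240 transcripts, which are not independent replicates. Over the 7 libraries, PC2 and read pairs had a Pearson's r of -0.63 (exact permutation p = 0.13, adjusted 0.47 over 4 relations) and a Spearman's rho of -0.57 (exact permutation p = 0.20, adjusted 0.40), and r was -0.63 without the 2 libraries farthest from the median. No biological explanation was tested.

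Nearly all AMNP transcripts lay higher in males, 32 of 34. The scaling of the authors is argued against as the whole cause, since 31 of 34 lay higher in males under quantile normalization, which removes the shift of the median of all transcripts.

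The transcript PARRI_0000692.t1 of PmTra2, in the gene set of the matrix, had 115 ± 34.5 TPM (SD, n = 3) in females and 58.8 ± 10.1 TPM (SD, n = 4) in males (limma FDR 0.026). It no longer passed the threshold without female replicate 2 (limma FDR 0.081), without female replicate 3 (0.084), without male replicate 1 (0.067) or without male replicate 4 (0.060). The splicing variants named in the paper belong to another gene set, which was not used here.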
